# Single-cell transcriptomics reveals the brain evolution of web-building spiders

**DOI:** 10.1038/s41559-023-02238-y

**Published:** 2023-11-02

**Authors:** Pengyu Jin, Bingyue Zhu, Yinjun Jia, Yiming Zhang, Wei Wang, Yunxiao Shen, Yu Zhong, Yami Zheng, Yang Wang, Yan Tong, Wei Zhang, Shuqiang Li

**Keywords:** Evolution, Zoology

## Abstract

Spiders are renowned for their efficient capture of flying insects using intricate aerial webs. How the spider nervous systems evolved to cope with this specialized hunting strategy and various environmental clues in an aerial space remains unknown. Here we report a brain-cell atlas of >30,000 single-cell transcriptomes from a web-building spider (*Hylyphantes graminicola*). Our analysis revealed the preservation of ancestral neuron types in spiders, including the potential coexistence of noradrenergic and octopaminergic neurons, and many peptidergic neuronal types that are lost in insects. By comparing the genome of two newly sequenced plesiomorphic burrowing spiders with three aerial web-building spiders, we found that the positively selected genes in the ancestral branch of web-building spiders were preferentially expressed (42%) in the brain, especially in the three mushroom body-like neuronal types. By gene enrichment analysis and RNAi experiments, these genes were suggested to be involved in the learning and memory pathway and may influence the spiders’ web-building and hunting behaviour. Our results provide key sources for understanding the evolution of behaviour in spiders and reveal how molecular evolution drives neuron innovation and the diversification of associated complex behaviours.

## Abstract (web summary)

A brain-cell atlas of a web-building spider and genomic comparisons between web-building and burrowing species identifies preserved ancestral neuron types and candidate neuronal genes that may be involved in the learning and memory pathways underlying web-building and hunting behaviours.

## Main

Spiders are among the most abundant predators with amazing aerial web-building behaviour for prey capture^1,2^. The early ancestors of spiders were probably silk-lined burrow dwellers, and the stereotypical aerial web is believed to be evolved during the Jurassic–Cretaceous period, along with the flourishing of angiosperms and flying insects^3–5^. Such a remarkable behavioural change must have arisen through the evolution of the underlying neural system^6–8^. Yet advances in understanding the mechanisms of how neural systems change over evolutionary timescales have lagged behind our knowledge of behavioural evolution in spiders^9,10^.

The crucial first step for understanding the neural system’s evolution is to identify conserved or novel neuron types, which has been technically challenging for non-model species^11,12^. Recently, high-throughput single-cell transcriptomic approaches have been proven to be a powerful tool for dissecting cell diversity^13,14^ and comparing homologous cell types^15^ with minimal prior knowledge. In addition, although changes in behaviour are often the most obvious outcome of neuronal evolution, all changes must first occur at the DNA level^16^. Integrated multi-omics approaches, including comparative genomics and single-cell transcriptomics, thus are needed to bridge the gap between molecular evolution and cellular diversification^10^.

Here we built a comprehensive atlas of cell types for the adult spider brain using *Hylyphantes graminicola* as a model system and sequenced two genomes (*Atypus karschi* and *Luthela Beijing*) from plesiomorphic burrowing spiders for genome comparisons. We first identified spider-specific neurons and common cell types between spiders and *Drosophila*. Second, we identified ancient gene retention and duplication events in *H. graminicola* and linked cellular novelty with genetic novelty. Third, by utilizing 14 genomes covering the major lineages of Arachnida, we tested how gene family evolution and gene selection jointly shape neuron specificity and contribute to aerial web-building behaviour. Fourth, we used RNAi experiments to test the effect of candidate genes on web building. Together, multi-omics approaches combined with an RNAi-mediated behaviour assay in this study will open a new door to examine the evolution of the unique web-building behaviour of spiders.

## Results

### Transcriptional types of spider brain cell

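Brains of adult *Hylyphantes graminicola* were pooled, 35 to 40 per library, and sequenced with a droplet method that tags each captured messenger RNA molecule of a cell with a unique molecular identifier (UMI), so that each molecule is counted once. There were 3 female and 2 male libraries. The authors aligned the reads and counted UMIs per gene and cell with CellRanger 4.0.0, and deposited the counts of the barcodes that it called cells, for 19195 genes and without normalization. Genes carry the identifiers of the authors' own annotation, which begin with evm.TU.CTG-. Their names were taken from the supplementary tables and the deposited figure code, and no genome positions were used here. Female replicates 1, 2 and 3 held 12269605, 18921436 and 35943668 UMIs, and male replicates 1 and 2 held 33813415 and 34383766 UMIs. The paper gives depth as mean reads per cell, from 31483 in male replicate 2 to 111407 in female replicate 1. The values here use UMIs. The paper's cluster numbers were held for cells of female replicate 3 alone, the first of the 30877 rows of Supplementary Table 2. They were carried to the other cells by label spreading on 20 nearest neighbours in 40 principal components of 2000 variable genes, corrected for library. Left out of the variable genes were 158 genes, those paired with a name and the 40 receptor genes of Extended Data Fig. 4. They are called the named genes here, although 37 of the receptor genes have no name. None of their levels thus carried a number to another cell. The annotated cells kept the paper's numbers, for which its methods leave out no named genes. When annotated cells were held out in 5 folds, 71.2% regained their cluster number (Clopper-Pearson 95% interval 69.2% to 73.2%) and 99.5% their class. A vote of the 5 nearest annotated cells, the alternative that lowered this recall most, gave 61.2%. The held-out cells and the cells that kept their numbers were all from female replicate 3. Recall, here and below, thus measures transfer within this library, and transfer to the other libraries could not be measured. Values of single clusters are given only for the 40 clusters with at least 5 annotated cells. The comparison of receptor levels over clusters also takes in cluster 34, with 2 annotated cells. Cells are not replicates, so UMIs were summed per library and cluster or class and expressed as CPM of that sum, given as mean ± SD over libraries. Intervals and detection limits cover counting error only.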

We performed single-cell RNA sequencing (RNA-seq) of spider brains using 10x Genomics technology from adult females (three replicates) and males (two replicates) (Fig. 1a and Supplementary Table 1). 

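The files held 40233 barcodes. A cell was kept when it had 500 to 60000 UMIs, at least 200 genes, a log10 number of genes per log10 UMI above 0.7 and a mitochondrial share under 40%, the limits that the held rows of Supplementary Table 2 keep to. These limits kept 31145 cells (77.4%). Of the female libraries, replicate 1 kept 3296 of 3851 cells (85.6%), replicate 2 kept 4767 of 7360 (64.8%) and replicate 3 kept 7696 of 8212 (93.7%). Of the male libraries, replicate 1 kept 7247 of 8122 cells (89.2%) and replicate 2 kept 8139 of 12688 (64.1%). The limit on the mitochondrial share moved the number most, and 14707 cells were left when it was set at 20%.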

A total of 30,877 cells were retained and 42 cell clusters were obtained (Fig. 1b) after quality control (Extended Data Fig. 1 and Supplementary Table 2). Among them, 31 clusters were annotated as neurons by examining the expression of four neuronal markers (*brp*, *elav*, *CadN*, *Syt1*) (Fig. 1c,d and Extended Data Fig. 2). 

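In the cells of the 31 neuron clusters, *brp* (evm.TU.CTG-1385.23) had 189 ± 171 CPM (SD, n = 5 libraries), against 62.5 ± 33.4 CPM in hemocytes, which should lack it. Female replicate 3 alone had 486 CPM of *brp* in neurons, and without it the mean was 114 ± 47.4 CPM. *elav* (evm.TU.CTG-870.20) had 1131 ± 134 CPM in neurons and 257.97 ± 107 CPM in hemocytes. *Syt1* (evm.TU.CTG-534.30) had 9139 ± 2869 CPM in neurons and 1921 ± 725 CPM in hemocytes. The levels in hemocytes are taken as background, whose source was not tested. Of the 30 neuron clusters with enough annotated cells, 28 had more *elav* than any of the 10 other clusters, whose highest level was 531 CPM in hemocyte cluster 27. For *brp*, 22 of the neuron clusters lay above the highest other level, 131 CPM in glia cluster 28. *CadN* was not analysed here.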

Using multiple non-neuronal markers (Supplementary Table 3), we could identify the cell clusters of hemocytes, fat bodies and glial cells (Extended Data Fig. 2). 

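Neurons made up 28687 cells, or 92.1% of those kept, and between 89.8% and 95.1% of each library. Hemocytes made up 1184 cells (3.802%), glia 754 cells (2.42%) and the fat body cluster 24 232 cells (0.745%). Clusters 29 and 35 belong to none of these classes in Fig. 1d and held 288 cells (0.925%). The median number of UMIs per cell was 2698 in neurons, 2252 in hemocytes, 2045.5 in glia and 2417 in fat body. Among these 4 classes, 23 of the 25 class markers were highest in their own class by mean CPM, and 17 of them in every library. The exceptions were *FASN1* (evm.TU.CTG-979.4), highest in neurons at 143 ± 28.3 CPM (n = 5 libraries), and *Lsd* (evm.TU.CTG-450.16), highest in glia. Among these classes the number moved most without female replicate 3, to 22. With clusters 29 and 35 added as the fifth class, 18 markers stayed highest in their own class and 6 were highest in the added one, among them the hemocyte markers *NATT4* evm.TU.CTG-1136.3 at 2956 ± 1310.1 CPM and evm.TU.CTG-932.3 at 2027 ± 1259 CPM.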

To better illustrate the cell subtype of non-neuronal clusters, we re-clustered the non-neuronal cells (Fig. 1e,f). Three hemocyte clusters were identified using two *Hml* genes (Fig. 1g). 

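A pair of *Hml* genes marked clusters 16 and 27. *Hml* evm.TU.CTG-710.3 had 383 ± 187 CPM in cluster 16 and 111 ± 46.6 CPM in cluster 27 (SD, n = 5 libraries), against 0.992 ± 0.501 CPM in neurons, which should lack it. *Hml* evm.TU.CTG-989.1 had 490.3 ± 113 CPM in cluster 16 and 263 ± 146 CPM in cluster 27, against 1.16 ± 0.405 CPM in neurons. *Hml* evm.TU.CTG-453.27 was instead highest in cluster 25, at 3155 ± 1833 CPM, followed by cluster 36 at 259 ± 193 CPM, with 11.8 ± 2.87 CPM in neurons. All differences from neurons exceeded the spread between libraries. Held-out recall was 100% for clusters 16 and 36, 94.4% for cluster 27 and 80% for cluster 25. The re-clustering of the non-neuronal cells was not repeated here.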

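*Mcad* (evm.TU.CTG-1619.20-evm.TU.CTG-1619.21) had 143 ± 19.7 CPM in cluster 24, where it was highest in 4 of 5 libraries, and 170.5 ± 129 CPM in cluster 35 (SD, n = 5 libraries), against 46.2 ± 7.58 CPM in neurons. The mean of cluster 35 rests on female replicate 1, with 391 CPM in 5 cells, without which it was 115 ± 42.6 CPM, against 148 ± 18.8 CPM in cluster 24 (n = 4). In cluster 35, *Ahcy* (evm.TU.CTG-347.10) had 18347 ± 25253 CPM and *AdenoK* (evm.TU.CTG-716.6) 2450.1 ± 2725 CPM. Both means rest on female replicate 3, without which they were 7132 ± 3412 and 1238 ± 321 CPM (n = 4). In cluster 24, *Ahcy* had 3049.9 ± 1047 CPM and *AdenoK* 328 ± 113 CPM. *ACC* (evm.TU.CTG-640.5) had 567 ± 257.9 CPM in cluster 24, where it was highest in all 5 libraries. *FASN1* had 23.8 ± 13.5 CPM in cluster 24, rank 40 of the 40 clusters. All annotated cells of both clusters regained their number when held out.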

Two *Mcad*-positive clusters were recognized as pericerebral adult fat masses (*Ahcy*, *AdennoK*) and adult fat bodies (*ACC*, *FASN*) (Fig. 1g). Glial cells were usually defined by the expression of *repo*, *pnt, Bdl* or *GLaz*^13,17^, but these genes did not have high cell type specificity in the spider. We then used glial subtype markers and identified four glia types (Fig. 1g): glia_1 (*moody*, *Gat*, *Eaat2*), glia_2 (*SPARC_1*), glia_3 (*Tsf1*, *SPARC_2*) and glia_4 (*SCD5, SEC14L5*). In addition, using markers related to neurotransmitters (Extended Data Fig. 2), we identified the GABAergic (γ-aminobutyric-acid-releasing neuron, *Gad1*, cluster 20), monoaminergic (*Vmat*, clusters 22 and 39) and a large amount of cholinergic neurons (*ChAT*).

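In cluster 28, *moody* (evm.TU.CTG-357.8) had 1439 ± 761 CPM, *Gat* (evm.TU.CTG-813.18) 5185 ± 2946 CPM and *Eaat2* (evm.TU.CTG-1316.7) 5268 ± 3074 CPM (SD, n = 5 libraries), and all of them were highest there in every library. In neurons, *moody* had 1.61 ± 0.635 CPM, *Gat* 13.5 ± 5.64 CPM and *Eaat2* 14.4 ± 4.79 CPM. *SPARC_1* (evm.TU.CTG-509.22-evm.TU.CTG-509.23) had 252 ± 72.1 CPM in cluster 21, the highest level in each library. Cluster 41 held 31 cells and had 3 libraries with at least 3 cells. There *Tsf1* (evm.TU.CTG-619.34) had 77.6 ± 64.0 CPM and *SPARC_2* (evm.TU.CTG-1041.15) 73.7 ± 67.1 CPM (n = 3). Both means rest on female replicate 3. In the 2 libraries left, both male, neither gene reached the 3 UMIs taken as detected. There was 1 UMI of *Tsf1* in each of them, and 2 UMIs of *SPARC_2* in male replicate 2 alone. Cluster 34 had only 2 annotated cells and no level is given for it. *SCD5* and *SEC14L5* were not analysed here.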

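*Gad1* (evm.TU.CTG-357.1) had 788 ± 165 CPM in cluster 20 (SD, n = 5 libraries), rank 1 of 40 clusters in each library. Its log2 ratio to all other neurons was 4.95 ± 0.28. Clustering the cells anew and matching each cluster to the number most common in it gave 3.86. With the named genes kept among the variable genes, a setting chosen after seeing the values, this ratio was 6.62 ± 0.70. In that setting *Gad1* itself could carry a number to another cell. Cluster 22 was second for *Gad1*, with 457 ± 272 CPM. *Vmat* (evm.TU.CTG-509.30) had 15.7 ± 5.74 CPM in cluster 22, a log2 ratio of 3.23 ± 0.56, and ranked 1 there in 4 libraries. In cluster 39, 1 *Vmat* UMI was found among 336584 UMIs, and 3 UMIs would make 8.91 CPM, so a level like that of cluster 22 would lie just above what could be detected. The log2 ratio there was -0.34 ± 1.11 and turned to 1.63 with the vote of the nearest annotated cells. The transporter *VAChT* (evm.TU.CTG-1633.18) had 70.7 ± 33.8 CPM in cluster 5 and 68.0 ± 20.9 CPM in cluster 12, with log2 ratios of 1.54 ± 0.25 and 1.48 ± 0.37, each higher in 5 of 5 libraries. Held-out recall was 32.4% for cluster 20, 86.7% for cluster 22, 60% for clusters 5 and 39 and 38.8% for cluster 12. *ChAT* was not analysed here.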

**Fig. 1:**
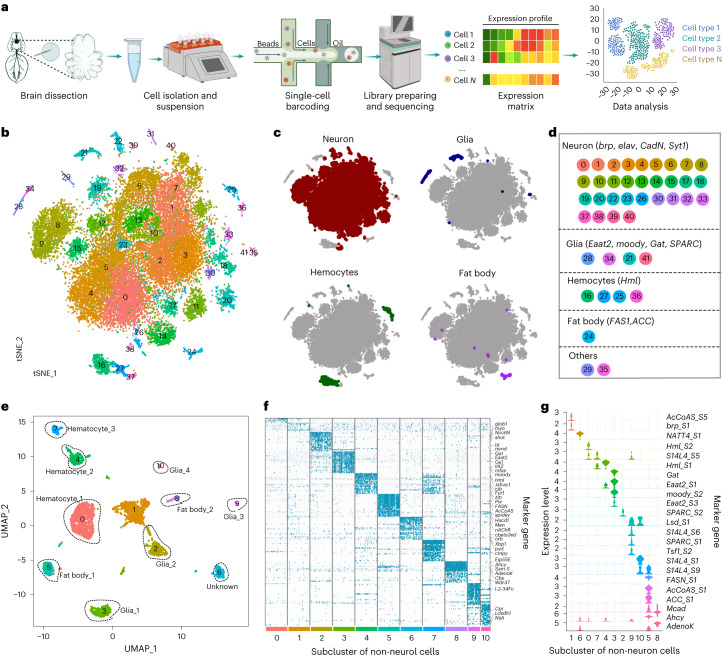
A single-cell atlas of the brain from *Hylyphantes graminicola*. **a**, Scheme of the single-cell study design. **b**, t-distributed stochastic neighbour embedding (t-SNE) plot of the 42 cell clusters generated by grouping the 30,877 cells obtained from the brains of five biological replicates, colour-coded for different cell clusters. Each dot represents one cell. **c**, Four major cell types in the spider brain. **d**, Markers used for annotating the four major cell types and cell clusters in each cell type. **e**, Uniform manifold approximation and projection (UMAP) plot of non-neuron cells. Eleven clusters (0–10) were obtained at a resolution 0.4. **f**, Gene expression heat map of the top 20 marker genes for 11 non-neuron clusters. Colour scale: blue-green, high expression; light grey, low expression. **g**, Violin plots of the expression of selected markers for 11 non-neuron clusters.

### Coexistence of octopamine and norepinephrine in spiders

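Clusters 22 and 39 held 322 cells here, 280 in cluster 22 and 42 in cluster 39. Female replicates 1, 2 and 3 gave 38, 48 and 70 of them, and male replicates 1 and 2 gave 69 and 97. The median number of UMIs over these cells was 3992. The sub-clusters were not rebuilt, and combinations of enzymes were counted cell by cell.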

To characterize cell subtypes of monoaminergic neurons, clusters 22 and 39 were re-clustered and resulted in 13 distinct sub-clusters (Fig. 2a). Using the genes that encode the enzymes for the synthesis of different neurotransmitters (Fig. 2b), we identified the major monoaminergic subtype: tryptophan hydroxylase (*Trh*) for serotonin-producing neurons (Fig. 2c), tyrosine decarboxylase (*Tdc*) and tyramine β hydroxylase (*Tbh*) for octopaminergic neurons and tyrosine 3-monooxygenase (*Th*) and *Ddc* for dopaminergic neurons. 

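Of the cells of clusters 22 and 39, 66.8% had a UMI of *Dbh* (evm.TU.CTG-1462.1, the identifier that the tables also pair with *Tbh*), 48.8% of *Tdc2* (evm.TU.CTG-407.1), 19.6% of *Ddc* (evm.TU.CTG-632.8), 6.83% of *Th* (evm.TU.CTG-182.8), 6.52% of *Vmat* and 0.932% of *Trh* (evm.TU.CTG-6.13). In hemocytes, at the lower median depth given above, the shares were 0.169% for *Dbh*, 0.253% for *Tdc2*, 0.845% for *Ddc*, 0.0845% for *Th*, 0.169% for *Vmat* and 0.0845% for *Trh*. With each cell thinned to 2000 UMIs, which left out 49 of the cells of clusters 22 and 39 and 513 hemocytes, the shares in clusters 22 and 39 were 57.9% for *Dbh*, 36.3% for *Tdc2*, 13.2% for *Ddc*, 5.49% for *Th*, 2.20% for *Vmat* and 1.10% for *Trh*. The thinned hemocytes then had 0.149% for *Dbh*, 0.447% for *Tdc2*, 0.894% for *Ddc* and no UMI of *Th*, *Vmat* or *Trh*. *Tdc2* was highest in cluster 22, at 475 ± 254 CPM, in all 5 libraries. *Dbh* had 827 ± 364 CPM in cluster 22 and 1251 ± 951 CPM in cluster 39, a difference within the spread between libraries. *Th* had 159 ± 143 CPM and *Ddc* 252 ± 67.2 CPM in cluster 39, each rank 1 in 4 of 5 libraries. Outside both clusters, *Th* was highest in cluster 20, at 104 ± 78.9 CPM. UMIs of *Tdc2* and *Dbh* were found together in 126 cells, of *Trh* and *Ddc* in 2 cells, and of *Th* and *Ddc* without *Dbh* in 0 cells of clusters 22 and 39 and in 21 cells of cluster 20.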

One cluster which only expressed *Tdc* was considered as tyraminergic neurons. 

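*Tdc2* UMIs without a *Dbh* UMI were found in 31 cells of the monoaminergic clusters, 30 of them in cluster 22, and in 97 cells over all clusters. At this depth a cell without a *Dbh* UMI may still express the gene.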

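UMIs of *Th*, *Ddc* and *Dbh* were found together in 19 cells of clusters 22 and 39, 10 of them in cluster 39. Per library there were 0, 1 and 5 such cells in female replicates 1, 2 and 3, and 7 and 6 in male replicates 1 and 2. Their median counts were 5 *Th*, 3 *Ddc* and 15 *Dbh* UMIs, and their median depth was 9485 UMIs, against 3707 UMIs in the rest of both clusters. None had a *Tdc2* UMI and 2 had a *Vmat* UMI. Among them 4 were called doublets, against 6.60% of the rest. Of 1184 hemocytes 0 had all of the enzymes, which allows a share of up to 0.253%, and of 28365 other neurons 1 had them. If *Dbh* were independent of *Th* with *Ddc* among cells of like depth in a library, 16.5 such cells would be found. The mean log2 ratio of observed to expected cells over libraries was 0.17 ± 0.18. All cells with UMIs of *Th* and *Ddc* also had *Dbh*, so the ratio was at its ceiling in each library that had such cells, and it was 0 in female replicate 1, with no such cell, and in male replicate 1. The exact sign-flip permutation test (two-sided, p = 0.25) had 3 libraries above 0 to flip and could give no smaller p, so it decides nothing. The mean log2 ratio was 0.11 without male replicate 2. Counting all neurons with a *Vmat* UMI, the alternative that moved it most, gave 0.33.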

Surprisingly, we found that cells from sub-clusters 7 and 10 maintained complete norepinephrine synthesis pathway, which suggested that spiders may also have invertebrate-specific norepinephrine neurons (Fig. 2c,d).

**Fig. 2:**
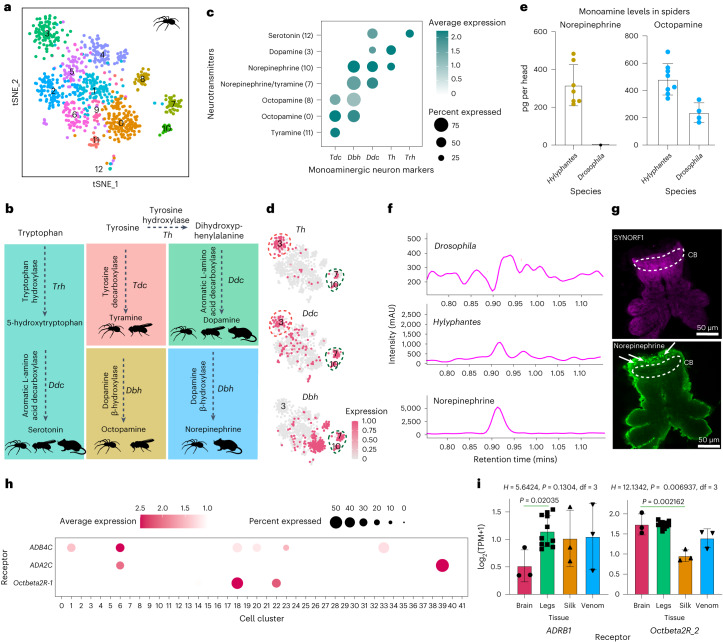
Monoaminergic neurons in spider brains. **a**, Re-clustering of monoaminergic neurons. **b**, Biosynthesis of serotonin from tryptophan and biosynthesis of tyramine, octopamine, dopamine and norepinephrine from tyrosine. **c**, Expression of enzymes that synthesize monoamine neurotransmitters. Six monoaminergic sub-clusters were identified, representing dopaminergic (cluster 3), tyraminergic (cluster 11), octopaminergic (clusters 0 and 8), serotonergic (cluster 12) and noradrenergic neurons (cluster 10). Colours represent the average expression level of a gene and dot sizes represent percentages of cells within each cluster expressing that gene. **d**, Expression pattern of genes that involved in synthesis of dopamine (*Th* and *Ddc*, red circle) and norepinephrine (*Th*, *Ddc* and *Dbh*, green circle). **e**, Norepinephrine (*n* = 7 for *Hylyphantes*, 4 for *Drosophila*) and octopamine level (*n* = 8 for *Hylyphantes*, 4 for *Drosophila*) in *Hylyphantes* and *Drosophila* head, measured by high-performance liquid chromatography (HPLC). Each dot represents the value of a biological replicate. Bars are mean ± standard deviation (SD) across replicates. **f**, Norepinephrine was detected by HPLC. The retention time of *Hylyphantes*, *Drosophila* and standard norepinephrine was present. mAU, milli-absorbance units. **g**, Anti-synapsin (SYNORF1, magenta) and anti-norepinephrine (green) showed the cell bodies (arrow) of noradrenergic neurons were distributed above the central body (CB) of the spider brain. Four biological replicates were performed to confirm the distribution of norepinephrine neurons. Please see the major brain structure of spider in Extended Data Fig. 3. **h**, Expression of representative adrenoceptors and octopamine receptors across different cells in the spider brain. **i**, Expression of representative monoaminergic receptors across different tissues in the spider (*n* = 3 for brain, 11 for legs, 3 for silk glands and 3 for venom glands). One octopamine receptor (*Octbeta2R-2*) was highly expressed in the brain and legs, and one adrenergic receptor (*ADRB1*) was highly expressed in peripheral tissues. Statistical comparisons were performed by Kruskal Wallis test followed by post-hoc Dunn’s correction. *H* is the test statistic for the Kruskal Wallis test and df is freedom degrees. Data in bar plots are mean ± SD. Source data

Octopamine and norepinephrine are chemically and function similarly in invertebrates and vertebrates, respectively^8^. The results of high-performance liquid chromatography (HPLC) revealed the concentrations of norepinephrine and octopamine in the brain of *H graminicola* were 316.7 ± 49.99 pg per head and 481.2 ± 40.48 pg per head respectively (Fig. 2e,f). Norepinephrine immunostaining showed that these neurons were distributed above the central body (CB) of the spider brain (Fig. 2g, brain structure in Extended Data Fig. 3). In addition, adrenergic receptors and octopamine receptors were expressed in different clusters (Fig. 2h) and different tissues (Fig. 2i and Extended Data Fig. 4). 

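For 40 receptor genes, the source data of Extended Data Fig. 4 list mean levels by identifier and cluster. Mean levels per cluster computed here were set against them over 41 clusters with at least 10 cells. The median Spearman correlation over clusters was 0.81. It was lowest for evm.TU.CTG-1027.23 (0.58) and evm.TU.CTG-1653.1 (0.59), and highest for evm.TU.CTG-935.7 (0.97) and evm.TU.CTG-1545.20 (0.96). Clusters are not independent replicates, so no p-value is given. The gene limits of the Methods moved the median most, to 0.74. In the parts of the supplementary tables used here, 37 of the 40 identifiers have no name, and levels in other tissues were not analysed here.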

The distinctive characteristic of noradrenergic and octopaminergic systems in spiders suggested that octopamine signalling in invertebrates and adrenergic signalling in vertebrates are not equivalent or homologous at least from an evolutionary point of view.

### Expanded peptidergic neuron types in the spider brain

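The 71 neuropeptide precursors of Supplementary Data 20 were counted among cluster markers. A gene was taken as a marker when its log2 ratio of CPM in a cluster to all other cells, with 1 CPM added to both, was above 2 in each library with at least 3 cells of the cluster, in 3 libraries or more, and 20% of the cluster's cells had a UMI of it. Of 6343 genes detected in at least 20% of the cells of a cluster, 730 were markers. Of the 38 precursors among these genes, 16 were markers (42.1%), against 11.3% of the other genes. The odds ratio was 5.69 (Fisher's exact test over genes, two-sided, p = 1.55e-06), and genes are not independent replicates. Neuropeptides made up 2.19% of the markers. With a log2 ratio above 1 the odds ratio was 7.18, the largest shift among the alternatives with the same features.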

Genes of neuropeptides were significantly (Chi-square test, *p* < 0.0001) over-represented as cluster markers (Extended Data Fig. 5a). Specific neuropeptides or combinations of different neuropeptides could distinguish a large part of neuron types (Fig. 3a). These include five peptidergic neurons (clusters 32, 33 and 38–40) expressing more than three neuropeptides and multiple unique peptidergic neurons. 

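At least 1 neuropeptide marker was found in 9 of the 30 neuron clusters ranked. Cluster 31 had *Burs_alpha*, *Burs_beta*, *AstC* and *CCAP_3*. *Burs_alpha* (evm.TU.CTG-160.9) there had the largest log2 ratio of all, 8.99 ± 1.06 (SD, n = 5 libraries), with a UMI in 63.1% of the cells. Cluster 7 had *DH31_2* and *FMRFa_3*, cluster 10 *FMRFa_4*, cluster 18 *AT* and cluster 26 *CHH/ITP_2* (evm.TU.CTG-11.16-evm.TU.CTG-11.17), at a log2 ratio of 7.02 ± 1.15 over 4 libraries. Hemocyte cluster 16 also had a marker, *SNPF* (evm.TU.CTG-974.6). Cluster 26 held 44 cells, 21 of them from female replicate 3. None of its 15 annotated cells regained the number when held out, which also holds for the annotated cells of clusters 11, 13, 17 and 23. With the named genes kept among the variable genes, a setting chosen after seeing the values, some markers changed cluster. Cluster 7 then had *OK* and *FMRFa_3*, and cluster 26 had *NPF* in place of *CHH/ITP_2*. Cluster 31 gained *CCAP_2* and cluster 32 *Calcitonin_3*. Clusters 11, 13, 17 and 23 had markers only in this setting. They were *RYa_2*, *RYa_3* and *RYa_4* in cluster 11 and *Mip* and *AstB* in cluster 13. Cluster 17 had *DH31_2*, *Elevenin_1* and *Elevenin_2*, and cluster 23 had *DH31_1*. Among the annotated cells alone, *RYa_2* had a UMI in 100% of cluster 11 and *Elevenin_1* in 93.75% of cluster 17. The markers of clusters 10 and 18 stayed the same.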

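Cluster 33 had 3 neuropeptide markers, *FMRFa_4* (evm.TU.CTG-408.33), *CCRFa_1* (evm.TU.CTG-571.11) and *AstCCC* (evm.TU.CTG-1140.24), with log2 ratios of 3.72 ± 0.73, 4.63 ± 1.29 and 4.13 ± 0.97 (SD, n = 5 libraries). Cluster 32 had *AT* (evm.TU.CTG-216.1), at 4.38 ± 1.07, and *Corazonin* (evm.TU.CTG-40.5), at 4.43 ± 1.88. Cluster 39 had *Mip* (evm.TU.CTG-1394.2), at 6.60 ± 0.68, and *AstB* (evm.TU.CTG-578.5), at 6.34 ± 1.28, each with a UMI in 92.9% of its cells. Cluster 38 had *Proc* (evm.TU.CTG-453.33) alone, at 5.76 ± 0.37, with a UMI in 95.5% of its cells. Held-out recall was 60% for cluster 32, 50% for cluster 33 and 100% for cluster 38. Cluster 40 had 1 annotated cell and is not reported.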

The proportion of neuropeptide-positive cells (8,979 cells, the average numbers of unique molecular identifier (nUMI) of neuropeptides >100) seems much larger than that in the single-cell atlas of the *Drosophila* brain (Fig. 3b), which only has ~1,000 cells expressing neuropeptides (nUMI > 100) among 57k cells^13^.

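More than 100 neuropeptide UMIs, summed over the precursors, were found in 8654 cells, and the share per library was 27.1% ± 4.26 (SD, n = 5). Among neurons it was 29.6% of cells, and among hemocytes, which should lack most neuropeptides and had the lower median depth given for the classes, 3.38%. With each cell thinned to 2000 UMIs and the threshold lowered to 75.5 UMIs, the shares were 30.5% of neurons and 3.43% of hemocytes, and 9546 neurons and 513 hemocytes were left out as shallower. A threshold of 50 UMIs moved the share per library most, to 37.9%. *Proc* contributed 15.9% of all neuropeptide UMIs, *AT* 14.6% and *CHH/ITP_2* 9.19%. The *Drosophila* cells were not analysed here.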

**Fig. 3:**
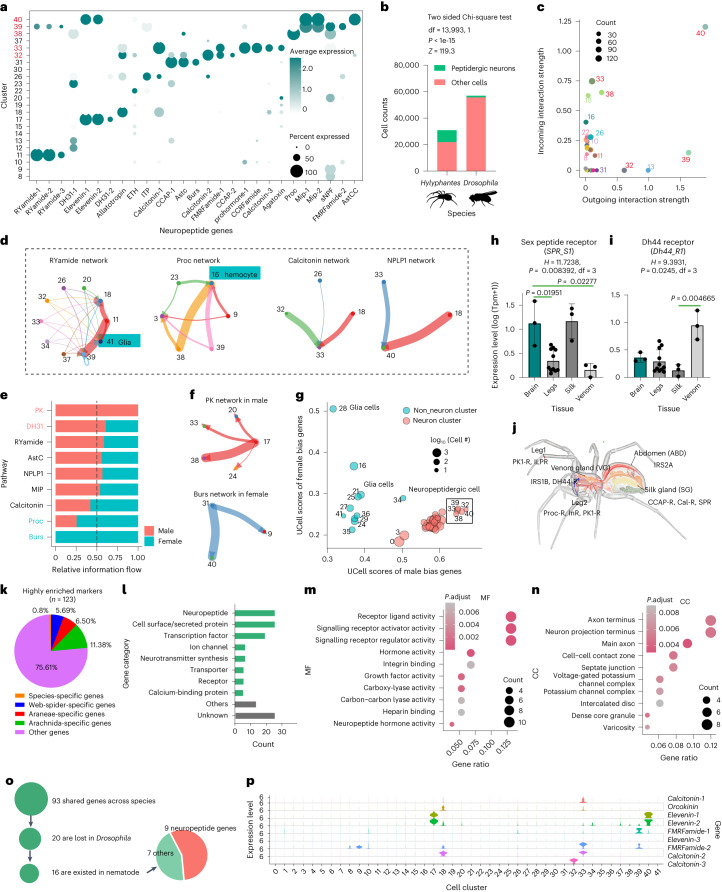
Expanding peptidergic neurons and retention of ancestral neuropeptide genes in spiders. **a**, Dot plots showing the expression of neuropeptides distinguished 23 neuron clusters. **b**, Comparison of proportion of peptidergic neurons between *Hylyphantes* and *Drosophila*^13^. Significance was calculated using two-sided Chi-square test. **c**, The outgoing and incoming interaction strength for each cell inferred by CellChat. The cluster IDs marked by red in **a** and **c** represent five neuropeptidergic neurons. **d**, Four representative neuropeptide networks in spider brains. Lines of the same colour indicated signals sent from the same source cells in each network. Line thickness represents communication strength. Non-neuronal cells communicated with neurons using distinct pathways. For example, glial cell (cluster 41) and hemocyte cell (cluster 16), respectively, received signals from clusters 11 (*RYa*) and 38 (*proctolin*). **e**, Comparison of the overall information flow of each signalling pathway between males and females. Significantly different signalling pathways were coloured red (male) and blue (female). **f**, Male bias neuropeptide network (PK) and female bias neuropeptide network (Burs) in spider brains. **g**, Ucell scores of male bias genes and female bias genes. **h**,**i**, Neuropeptide receptors that are significantly highly expressed in other tissues. Statistical comparisons were performed by Kruskal Wallis test followed by post-hoc Dunn’s correction. Data in bar plots are mean ± SD (*n* = 3 for brain, 11 for legs, 3 for silk glands and 3 for venom glands). **j**, Illustration of the neuropeptide receptors that are expressed in different tissues. **k**, The proportion (group-specific or shared genes) of highly enriched genes in neuronal clusters. **l**, Gene category of the highly enriched genes in neuronal clusters. **m**,**n**, Gene ontology enrichment analysis of the highly enriched genes. MF, molecular function (**m**); CC, cellular component (**n**); only the top 10 were shown, ranked by FDR. **o**, Sixteen of 93 genes are lost in *Drosophila* but exist in both spiders and nematodes, and nine of these genes are neuropeptide genes. **p**, Violin plots showing the expression of nine neuropeptide genes. Source data

We next explored the role of expanding peptidergic neurons in the spider neuron organization by assessing the putative cellular communication mediated by homologue neuropeptide^18,19^ using CellChat^20^ (Extended Data Fig. 5b–d). The dominant neuropeptide sender and receivers were cluster 40 (Fig. 3c), where *Mip*-*SPR* signals contributed most to outgoing and incoming signalling (Extended Data Fig. 5d). Peptidergic neurons showed either higher outgoing (clusters 32, 39) information or higher incoming information (cluster 33). Different non-neuronal cells communicated with neurons using distinct pathways (Fig. 3d). 

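Cells per cluster and library were compared between the sexes with edgeR's quasi-likelihood test for the clusters with at least 5 annotated cells. Of the 40 clusters, 0 had a Benjamini-Hochberg adjusted p under 0.05, and 1 had an unadjusted p under 0.05. That was cluster 32, with 0.429% ± 0.0804 of the cells of female libraries (SD, n = 3) and 0.242% ± 0.0290 of male libraries (n = 2), a log2 fold change of -0.82 (standard error 0.26, adjusted p = 0.876 from edgeR). The number of clusters called stayed at 0 in each setting tried. The annotated cells of clusters 11, 13, 17, 23 and 26 are from female replicate 3 and did not regain their number when held out, so the sizes of these clusters say nothing about the sexes.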

Relative abundance had no significant difference in most neuron types between female and male brain samples (Extended Data Fig. 1f). However, the proportion of peptidergic neurons in male spiders was higher than that in female spiders. 

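In neurons, the share of cells with more than 100 neuropeptide UMIs was 26.6%, 23.5% and 32.3% in female replicates 1, 2 and 3 and 34.2% and 27.7% in male replicates 1 and 2. The means were 27.4% ± 4.44 (SD, n = 3) and 31.0% ± 4.58 (SD, n = 2), a difference of 3.54 percentage points (exact permutation test, two-sided, p = 0.4, where 3 libraries against 2 allow 0.1 at the smallest). The difference was within the spread between libraries. With each cell thinned to 2000 UMIs the means were 29.3% ± 1.42 and 31.6% ± 2.68, and 981, 2234 and 1854 female and 2026 and 2451 male neurons were left out as shallower. Single libraries decided the difference, which was 0.305 percentage points without male replicate 1, 6.78 without male replicate 2, 1.57 without female replicate 2 and 5.95 without female replicate 3. It was 4.25 percentage points between the libraries with a median mitochondrial share above 30% (1 of each sex) and 4.81 between those below it (2 female, 1 male). Clusters 32, 33, 38 and 39 together made up 1.17% ± 0.0551 of the neurons of female libraries and 1.06% ± 0.0755 of those of male libraries (exact permutation test, two-sided, p = 0.3).

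**Figure D1:**
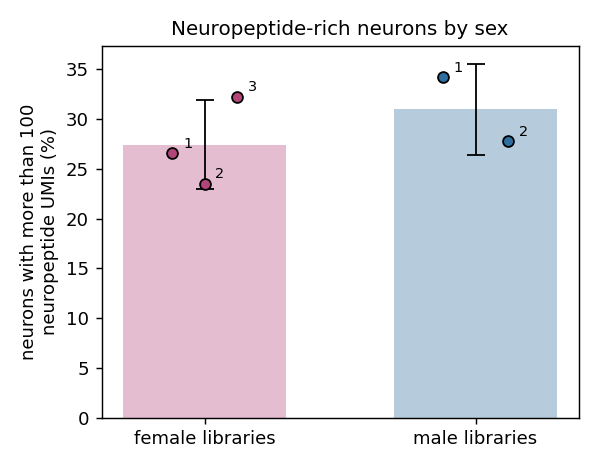
Share of neurons with more than 100 neuropeptide UMIs, in percent, in female and male libraries. Bars are means, error bars SD over libraries and points single libraries numbered by replicate, and the female range from 23.5% to 32.3% overlaps the male range from 27.7% to 34.2%.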

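UMIs were summed over neurons per library, and the 68 neuropeptide precursors with enough counts were tested between the sexes with edgeR's quasi-likelihood test. With Benjamini-Hochberg adjustment over all genes, 0 had an adjusted p under 0.05, and 12 had an unadjusted p under 0.05. Adjusted over the list alone, 7 passed, 3 higher in males and 4 in females. Of the 10 splits of the libraries into 3 and 2, 5 had at least 12 precursors at an unadjusted p under 0.05, the split by sex among them, and the other splits passed 0 to 5 precursors over the list alone. Without female replicate 1 this number was 0, and without female replicate 2 it was 1. *Corazonin* had 399 ± 106 CPM in female libraries (SD, n = 3) and 123 ± 9.09 CPM in male libraries (n = 2), a log2 fold change of -1.70 (standard error 0.32, adjusted p = 0.0178 over the list alone and adjusted p = 0.186 over all genes, both from edgeR). *CHH/ITP_1* (evm.TU.CTG-539.1), *RYa_1* (evm.TU.CTG-1474.1) and *CCAP_1* (evm.TU.CTG-40.6) were also lower in males, with log2 fold changes of -3.19, -2.09 and -4.23. *GPA2_2* (evm.TU.CTG-466.9) was higher in males, with 70.5 ± 5.05 CPM against 29.9 ± 13.5 CPM, a log2 fold change of 1.23. *Achatin* (evm.TU.CTG-47.16) had a log2 fold change of 1.96, with 232 CPM in male replicate 2, 50.6 CPM in male replicate 1 and up to 43.7 CPM in female libraries. *EH_1* (evm.TU.CTG-1292.11) was called from male replicate 2 alone, with 82.0 CPM against at most 1.54 CPM in any other library. Few cells over all libraries had more than 100 UMIs of these genes. They numbered 64 for *Corazonin*, 26 for *CCAP_1*, 17 each for *CHH/ITP_1* and *GPA2_2*, 5 for *Achatin*, 1 for *EH_1* and 0 for *RYa_1*. *Corazonin* was also a marker of cluster 32, with 0.429% of the cells of female and 0.242% of male libraries. Whether sampling of such cells or the size of cluster 32 accounts for the differences was not tested. Of the 68 precursors 30 were higher in males and 38 lower, with a median log2 fold change of -0.14 (0.16 without female replicate 2), and limma's camera gave 0.870 for the set. No set test made a call, since camera with the correlation estimated from the data gave 0.917, fry 0.962 and fry without regard to direction 0.305. DESeq2's Wald test called 4 of the precursors over all genes, the gene limits of the Methods 1 and testing without a filter on counts 2.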

The expression level and communication strength of many neuropeptides showed a strong sex-biased pattern (Fig. 3e–g and Extended Data Fig. 5e–h). In addition, we found that the genes that were highly expressed in males were largely expressed in neuropeptidergic neurons (Fig. 3g), suggesting that neuropeptide signals may be highly correlated with sexual behaviour.

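Of the genes whose sums over neurons were called higher in males, evm.TU.CTG-333.35 had 83.0 ± 31.5 CPM in the cells of clusters 32, 33, 38 and 39 and 120.1 ± 15.9 CPM in all other neurons of the male libraries (SD, n = 2), higher in those clusters in 0 of 2 libraries. The other, evm.TU.CTG-1339.19, had 13.4 ± 9.37 and 12.2 ± 7.197 CPM, higher in 1 of 2 libraries. The mean log2 ratios of those clusters to other neurons were -0.57 ± 0.36 and 0.06 ± 0.19. No name for these identifiers was found in the parts of the supplementary tables used here. The paper scored its whole set of male-biased genes per cell. These 2 genes, called by another test, do not decide its statement.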

Several highly expressed neuropeptides were not captured by CellChat, which may regulate neuronal activity in other tissues. We then used the *τ* index^21^ to define gene specificity by comparing 24 transcriptomes from multiple tissues. Most neuropeptides are strongly expressed in the brain (Extended Data Fig. 5j), but several neuropeptides (for example, *Calcitonins*) and many receptors have a low brain specificity (<0.8) or were strongly expressed in other tissue (Fig. 3h–j and Extended Data Fig. 5j). For example, silk glands also highly expressed *SPR* (Fig. 3h). Several studies showed that mated female spiders produce egg sacs by tubuliform glands, with stronger aggressiveness than virgins^22^. The higher expression level of *SPR* in both brain and silk glands may suggest that *MIP*-*SPR* also plays an important role of postmating response in spiders similar to insects^23^. Together, these results suggested a high informative role of neuropeptides in encoding cell identity and a global role of neuropeptide signals on cell communications in the central nervous system (CNS) and neuron signal conduction from the brain to other tissues of spiders.

### Genetic drivers for cell diversity in spider

To understand the drivers of neuron diversity in the spider CNS, we collected highly enriched marker genes in each neuron type, reflecting both high expression (maximum avg_log2FC ≥ 1) and high specificity (only as markers in ≤five clusters). Most highly enriched marker genes were homologues shared by invertebrates (Fig. 3k). The top three categories of marker genes were neuropeptides, transcription factors (TFs) and cell surface protein/secreted protein, accounting for 40% of the total (Fig. 3l). Gene ontology (GO) analysis showed genes are mostly enriched in receptor activity (Fig. 3m) and axon terminus (Fig. 3n), as expected. Among the 93 invertebrate-shared genes, 16 were lost in *Drosophila* but were still preserved in spiders and nematodes (Fig. 3o). Interestingly, nine of these genes were neuropeptide genes. For example, *DH31* from *Drosophila* is considered a homologue of the vertebrate neuropeptide *calcitonin* gene-related peptide^24^. Spiders retained not only *DH31* homologous to *Drosophila* (lost in nematodes) but also *calcitonin* homologous to vertebrates (lost in *Drosophila*) (Fig. 3p). This result suggested that the retention of ancestral genes, especially neuropeptides, possibly contributes to expanding peptidergic neurons in spiders.

Surprisingly, even though most marker genes have homologous genes in *Drosophila* (Fig. 3k), analysis of the patterns of expression similarity between cell clusters from different species only produced several conserved clusters (for example, *Mip* and peptidergic neurons, Fig. 4a,b and Extended Data Fig. 6). We found most of the marker genes that establish and maintain cell type identity (TFs) or determine wiring specificity (for example, cell surface and secreted molecules) belong to the multi-copy gene families predicted by OrthoFinder (Fig. 4c). Multi-copy gene pairs tend to share fewer TF genes and have lower TF weight correlations than single-copy orthologue pairs between species (Extended Data Fig. 7), which suggested that high expression differences of cells between species may result from expression shifts after gene duplications^25^.

**Fig. 4:**
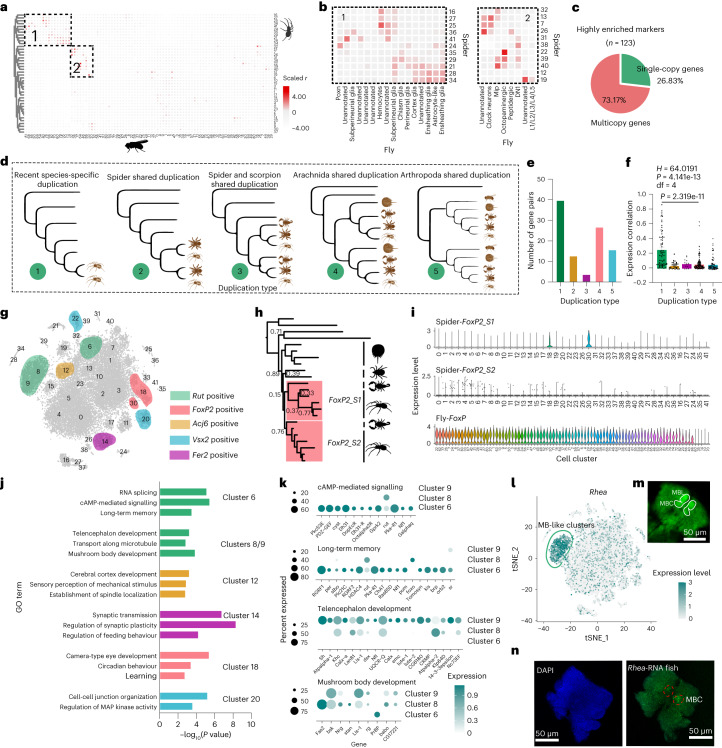
Function annotations of major spider clusters. **a**, Pairwise transcriptional similarity (measured by expression correlation) of cell clusters from *Drosophila* and *Hylyphantes*. **b**, Common cell cluster type between *Drosophila* and *Hylyphantes*. **c**, Proportion of multi-copy gene families in neuronal marker genes. **d**, Gene trees that represent different gene duplication events. **e**, Number of different duplication events in orthogroups of highly enriched marker genes. **f**, Pearson correlations of expression level (log (read count)) of duplicated genes (*n* = 67, 28, 12, 128 and 74 gene pairs for duplication type 1, 2, 3, 4 and 5) based on the single-cell expression matrix. Statistical comparisons were performed by Kruskal Wallis test followed by post-hoc Dunn’s correction. Data in bar plots are mean ± standard errors (SEM). **g**, Selected known cell markers and their expression in the spider brain. *rut*: Kenyon cell marker; *Foxp2*: a transcription factor impairs vocal development in humans and songbirds; *Acj6*: optic lobe (T2/T3/T4/T5) marker; *Vsx2*: optic lobe (Pm3/Pm4, TmY8) marker; *Fer2*: Lawf1/2 marker. **h**, Maximum likelihood (ML) tree of *Foxp2* genes from six spiders, two insects and other arthropods. Nodes with <90% bootstrap support are shown in the tree. Two copies of *foxp2* in spiders are probably from a duplication event in the common ancestor of spiders and scorpions. **i**, Expressed divergence of two *Foxp2* genes in spider and *Foxp* expressed patterns in *Drosophila*. **j**, GO enrichment analysis of neuron markers from different clusters. Reported *P* value*s* were from one-sided of Fisher’s exact test with FDR-adjusted using the Benjamini–Hochberg method. **k**, Dot plot showing the expression patterns of mushroom body-related genes in clusters 6, 8 and 9 of the spider brains. **l**, The expression pattern of gene *rhea*. This gene is a marker gene of clusters 8 and 9. **m**, Synapsin (anti-SYNORF1, green) staining showed the structure of mushroom body (MB) in the spider brains. MBL, mushroom body lobes. MBC, mushroom bodycalyx. **n**, 4′,6-diamidino-2-phenylindole (DAPI) staining (blue) and RNA fluorescence in situ hybridization (FISH) for *rhea* (green) mark subset of MBs. Two independent biological replicates were performed to confirm the expression of *rhea* in the brain. Source data

We detected two *Hox* clusters and substantial 1:2 paralogy (that is, two copies in spiders and one in flies) in the spider, indicating whole-genome duplication (WGD) in *H. graminicola* (Extended Data Fig. 7). By analysing the phylogenetic topology of the species tree and gene trees (Fig. 4d), we found that recent species-specific duplications and ancient arthropods or arachnids shared duplications were the dominant duplication types for the neuron-specific genes (Fig. 4e). Paralogue pairs from species-specific duplication tend to be expressed in the same cell types and show higher expression correlations (Fig. 4f). In addition, recently duplicated gene pairs also were more associated with similar TFs, compared to ancient duplications (Extended Data Fig. 7i). Gene network analysis showed a complex TF-neuropeptide interaction relationship mediated by novel and duplicated genes in spiders (Supplementary Fig. 9). These results suggested that ancient duplication events possibly play a more important role in cell divergence.

### Function analysis of major cell clusters

Given the large number of neuron clusters in spiders that remain unannotated, we performed GO enrichment analysis for the marker genes from each cluster (Fig. 4g–k). Cluster 18 was enriched in circadian behaviour (GO:0048512) and learning pathways (GO:0007612). In particular, *Foxp2*, which encodes a TF and plays an important role in the development of speech and language in humans and other animals with complex acoustic systems (for example, songbirds)^26^, was distinctively expressed in clusters 18 and 30 (Fig. 4h,i). 

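*FoxP2_S1* (evm.TU.CTG-619.58) had 215 ± 93.4 CPM in cluster 30 (SD, n = 5 libraries), rank 1 of 40 clusters in 4 of the libraries, and 113 ± 32.9 CPM in cluster 18, rank 2 by the mean. Its log2 ratio to all other neurons was 3.18 ± 0.42 in cluster 30 and 2.43 ± 0.16 in cluster 18. The next cluster by mean level was cluster 11, with 85.1 ± 125 CPM over 3 libraries. Clustering the cells anew moved the log2 ratio in cluster 18 most, to 2.73, and matched no cluster to number 30. Held-out recall was 85.7% for cluster 30 and 56.7% for cluster 18. No UMI of *FoxP2_S2* (evm.TU.CTG-915.1) was found in cluster 18.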

Unlike the ubiquitous expression pattern in *Drosophila*, the high specificity of this gene in certain neurons of spiders suggests a specialized function, potentially in complex sound production^27,28^. In addition, we identified several neuron clusters that may involve feeding behaviour (cluster 14) and cerebral cortex development (cluster 12) (Fig. 4j).

The mushroom body (MB) is a high integrating centre of the arthropod brain and is mainly comprised of Kenyon cells^13,29^. GO functional enrichment found that clusters 8 and 9 were significantly enriched in MB formation (Fig. 4j,k). 

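For *bsk* (evm.TU.CTG-1271.10), *CG17221* (evm.TU.CTG-279.10) and *rg* (evm.TU.CTG-1138.21), the level in a cluster was set against that in all other neurons of the same library as a log2 ratio of CPM, with 1 CPM added to both. *bsk* had 861 ± 131 CPM in cluster 8 and 1001 ± 150 CPM in cluster 9 (SD, n = 5 libraries), with log2 ratios of 0.39 ± 0.08 and 0.64 ± 0.13. *CG17221* had 105 ± 20.8 and 108 ± 27.1 CPM, with log2 ratios of 0.49 ± 0.17 and 0.54 ± 0.12. *rg* had 22.1 ± 4.31 and 25.4 ± 6.60 CPM, with log2 ratios of 0.81 ± 0.14 and 1.04 ± 0.20. All of these ratios were above 0 in 5 of 5 libraries (exact sign-flip permutation test, two-sided, p = 0.063, the smallest that 5 libraries allow, and 0.0820 after Benjamini-Hochberg adjustment over the 21 pairs of gene and cluster tested). With mean log-normalized values per cell, a different scale, *rg* moved most, to differences of 0.05 in cluster 8 and 0.09 in cluster 9. In cluster 6 the log2 ratio was -0.30 ± 0.10 for *bsk* and -0.33 ± 0.25 for *CG17221*, below 0 in every library. Held-out recall was 90.9% for cluster 8, 89.7% for cluster 9 and 67% for cluster 6.

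**Figure D2:**
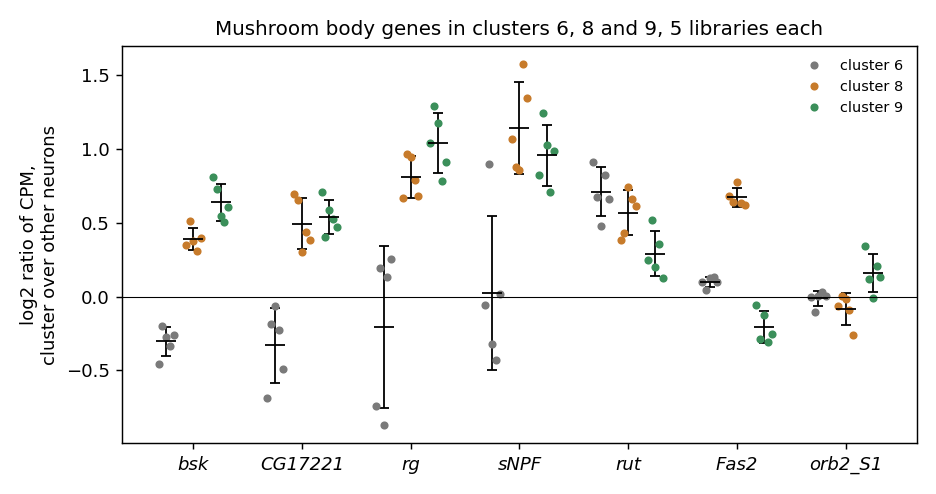
Log2 ratio of CPM in clusters 6, 8 and 9 to CPM in all other neurons for 7 genes. Points are the 5 libraries and bars the mean ± SD, and *bsk* lies above 0 in each library of clusters 8 and 9, at means of 0.39 and 0.64.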

Genes such as *bsk*, *CG17221* and *rg* that are involved in MB development showed significantly higher expression levels in clusters 8 and 9 (Fig. 4k). In addition, *sNPF*, which was considered as a marker gene for α/β and γ Kenyon cells^30^, also showed relatively higher expression levels in clusters 8 and 9 (Supplementary Table 4). 

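*sNPF* (evm.TU.CTG-1084.3) had 6438 ± 1931 CPM in cluster 8 and 5451 ± 710.2 CPM in cluster 9 (SD, n = 5 libraries), ranks 3 and 4 of the 40 clusters. The log2 ratios to other neurons were 1.14 ± 0.31 and 0.96 ± 0.20, higher in 5 of 5 libraries. The highest level was in cluster 39, at 13176 ± 9591 CPM, and the next in cluster 20, at 6488 ± 1401 CPM. In cluster 6 the log2 ratio was 0.02 ± 0.52, and -0.20 without female replicate 2.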

Notably, cluster 6 is the only cell type enriched in long-term memory (LTM) and mRNA splicing (Fig. 4j). Genes in cluster 6 were enriched for biological processes strongly associated with cAMP-mediated signalling (for example, *Plc21C* and *orb2*). 

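*orb2* (evm.TU.CTG-1442.27) had 187 ± 61.8 CPM in cluster 6 (SD, n = 5 libraries), rank 13 of the 40 clusters, and a log2 ratio of -0.01 ± 0.05 to other neurons, higher in 3 of 5 libraries. Without female replicate 2 that ratio was 0.01. The gene was highest in cluster 4, at 268 ± 99.2 CPM. In cluster 9 the log2 ratio was 0.16 ± 0.13, higher in 4 of 5 libraries. *Plc21C* and the enriched gene sets were not analysed here.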

Particularly, rutabaga (*rut*), a membrane-bound Ca^2+^/calmodulin-activated adenylyl cyclase responsible for the synthesis of cAMP, is highly expressed in the MB of *Drosophila*^13^ and also restrictedly expressed in clusters 6, 8 and 9 (Extended Data Fig. 6). Additionally, these clusters highly expressed *Fasciclin 2* (*Fas2*) (Extended Data Fig. 6), which is a marker gene of *Drosophila* Kenyon cells^13^. These results suggested that clusters 6, 8 and 9 may have similar function to insect MBs.

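*rut* (evm.TU.CTG-921.26) was highest in cluster 6, at 249.5 ± 62.8 CPM (SD, n = 5 libraries), and had 223 ± 21.7 CPM in cluster 8 and 186 ± 29.2 CPM in cluster 9, ranks 1, 4 and 7 of the 40 clusters. The log2 ratios to other neurons were 0.71 ± 0.17, 0.57 ± 0.15 and 0.29 ± 0.15, each above 0 in 5 of 5 libraries. Cluster 13 was second, at 226 ± 92.5 CPM over 3 libraries, and cluster 20 next, at 224 ± 56.7 CPM, differences within the spread between libraries.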

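*Fas2* (evm.TU.CTG-534.11) had 1595 ± 171 CPM in cluster 8, 1099 ± 134 CPM in cluster 6 and 902 ± 133 CPM in cluster 9 (SD, n = 5 libraries). Against other neurons the log2 ratios were 0.67 ± 0.06 and 0.10 ± 0.04 in clusters 8 and 6, higher in all 5 libraries, and -0.21 ± 0.11 in cluster 9, lower in all 5. As a difference of mean log-normalized values per cell, a different measure from the log2 ratio, *Fas2* in cluster 9 was 0.08 above other neurons. The highest level was in glia cluster 28, at 1624 ± 415 CPM.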

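Over the 7 genes and clusters 6, 8 and 9, 13 of the 21 pairs had a higher level than other neurons in every library, and the alternatives gave 12 to 14 pairs. From the levels of these genes and the enriched gene sets (Fig. 4j,k), the paper proposes that the clusters may work like insect mushroom bodies.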

We then performed immunohistochemistry and in situ hybridization to confirm our inference (Fig. 4l–n). In situ hybridization with the anti-*rhea* (marker gene of clusters 8 and 9; Fig. 4l) labelling in probe produced a clear signal in the MB-like regions (Fig. 4n). Immunostaining showed that the *Fas2* was also expressed in the brain MB-like regions (Supplementary Fig. 2). Combining the specific expression of MB marker genes and the GO term analysis, we suggested the clusters 6, 8 and 9 possibly are the MB-like clusters.

### Genetic and cellular specificity of web-building spiders

To compare the genomic differences between aerial web-building spiders and other spiders, we generated de novo genome assembly of the two plesiomorphic burrowing spiders (*Atypus karschi* and *Luthela Beijing*) based on more than 30× PacBio HiFi read. The genome sizes were 876.36 Mb (*A. karschi*) and 4.09 Gb (*L. Beijing*), respectively. Our two genomes possess high continuity and accuracy (Supplementary Table 5), which were similar to other spiders^31^.

By combining two assemblies with 12 published genomes across arthropods, we reconstructed the phylogeny using protein sequences derived from 1,213 single-copy genes (Fig. 5a). Our results consistently show that three aerial web-building spiders form one clade (Araneoidea) and two primitively burrowing spiders are at the basal position of spiders. Ancestral spiders, most likely, were freely roaming hunters^2^, and burrows may represent the ancestral foraging construct^32^. Aerial webs evolved during the late Triassic–Jurassic^1^, coinciding with the explosive diversification of flying insects^33^.

**Fig. 5:**
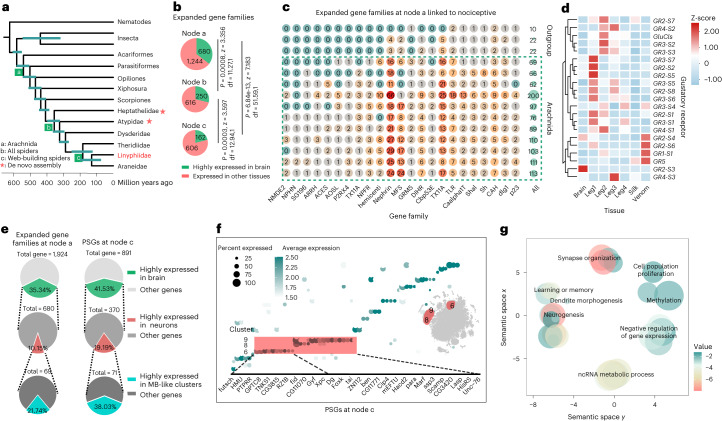
Molecular evolution of web-building spiders. **a**, The maximum likelihood phylogenetic tree containing three web-building spiders, three web-less spiders and other relatives. All nodes received 100% bootstrap support. The de novo genomes that we assembled are marked with asterisks. Linyphiidae were used for the brain single-cell study and are indicated in red. Node a, the common ancestor of Arachnids; node b, the common ancestor of spiders; node c, the common ancestor of Araneoidea. **b**, Expanding gene families in the common ancestor of Arachnids (node a) or the common ancestor of all spiders (node b) were more expressed in the brain than recently expanding gene families (node c). Significance was calculated using two-sided Chi-square test. **c**, Gene families that are involved in nociception. Number in the circles indicates the number of genes in each family. **d**, Row-scaled expression patterns of gustatory receptors in the brain and other tissues. **e**, Comparison of early expanding gene families (node a) and recently positively selected genes (PSGs). PSGs showed higher brain expression bias pattern and preferred expression in mushroom body-like clusters (MB-like). **f**, Dot plot showing expression pattern of PSGs in the common ancestor of web-building spiders. Red shading, genes that were highly expressed in MB-like clusters. **g**, Enriched GO terms of PSGs/REGs. Bubble size represents the number of annotations for a certain GO term in log10 scale, and colour indicates enriched *P* value*s* were from one-sided of Fisher’s exact test with FDR-adjusted using the Benjamini–Hochberg method in negative log10 scale. Significant terms with semantic similarity smaller than default threshold (0.15) are not presented. Source data

Changes in both web construction and hunting strategy may predict marked changes in the spiders’ genomes, which has facilitated the evolution of spiders at different levels including molecularly, cellularly, in body plans and eventually behaviours. To test this hypothesis, we performed comprehensive genomic comparisons within spiders and their outgroups. We first analysed gene families that changed rapidly in gene number during the evolution process and identified expanded gene families (Viterbi *p* < 0.05) and new emergent gene families in each clade. We found that gene families expanded in the common ancestor of Arachnida (node a) were significantly enriched in neuron-related functions and around one-third of genes were highly expressed in the brain (Fig. 5b). In particular, they were significantly enriched in the feeding and nociceptive pathway (Fig. 5c), which may contribute to the origin of arachnid ancestors’ hunting behaviour. Gene families expanded in the common ancestor of spiders (node b) were also significantly related to brain or neuron function and especially enriched in taste receptor activity (Fig. 5d). Notably, genes expanded at nodes a and b are expressed in various neuron clusters and are not biased towards a particular neuron type (Fig. 5e). In contrast, gene families expanded in the common ancestor of aerial web-building spiders (node c) showed significantly lower brain expression bias than that expanded in the common ancestor of Arachnida (Fig. 5b). In addition, GO enrichments showed that few of these gene families are enriched in neuron-specific pathways. These results suggested the involvement of other evolutionary drivers in neuron evolution specifically for web-building behaviour.

Therefore, we further identified the positive selection genes (PSGs) or rapid evolution genes (REGs) at node c (Supplementary Table 6). Around 42% of PSGs are highly expressed in the brain (Extended Data Fig. 8), and the majority (38%) were enriched (percentage of cells where the gene is detected > 0.25 and average expression > 2) in MB-like clusters (clusters 6 and 8 and 9; Fig. 5f). GO enrichment revealed PSGs and REGs were enriched in the learning or memory (GO:0007611, *P* = 6.29E−08). Among 144 genes in learning or memory pathway (https://biit.cs.ut.ee/gprofiler/gost), 31 were PSGs/REGs and 55 were highly expressed in MBs. For example, two PSGs (*ben* and *Scamp*) were highly expressed in clusters 8 and 9 (Fig. 5f). *ben* interacts genetically in both synaptic transmission and LTM formation with *Scamp*^34^. Mutations of *ben* and *Scamp* could disrupt LTM^34^ and cause a deficiency in odour-associated LTM^35^.

Synaptic change is considered the first step in a series of events that link molecular activity at the synapse and the subsequent intracellular biochemical cascades and cellular changes to the cognitive aspects of memory^36^. We found that PSGs/REGs are significantly related to dendrite development (*P* = 0.0062) and synapse assembly (*P* = 0.0284) (Fig. 5g). Interestingly, *huntingtin* (*htt*), which is required for the formation of the CNS^37^, is a rapidly evolved gene and highly expressed in cluster 6 (Extended Data Fig. 9). This gene is linked to Huntington disease^38^ and involved to long-term synaptic plasticity^39^. In addition, several PSGs/REGs were predicted as *htt*-interacting proteins (for example, *Cip4* and *Hip1*; Extended Data Fig. 9). Ultimately, PSGs/REGs are linked to synapse-specific molecular and biochemical changes, including microtubule binding (*futsch*, *P* = 0.0001), phosphorylation (*BOD1*, *P* = 2.21E-10), regulation of synaptic receptors (*klg*, *P* = 0.0007) and synaptic growth (*orb2*, *P* = 0.0067), which results in changes of synaptic efficacy that may form the neurobiological basis of web-building behaviour.

To test the effects of expression of the PSGs/REGs on spider web-building and predatory behaviours, we knocked down the expression level of *ben* using RNAi (Fig. 6a–i). Gene *ben* is both a PSG and a REG, and it is highly expressed in mushroom body-like neurons. By comparing the expression level between web-building and burrowing spiders using RNA-seq, we found *ben* showed significantly higher expression level in the brain of web-building spiders (Fig. 6b).

**Fig. 6:**
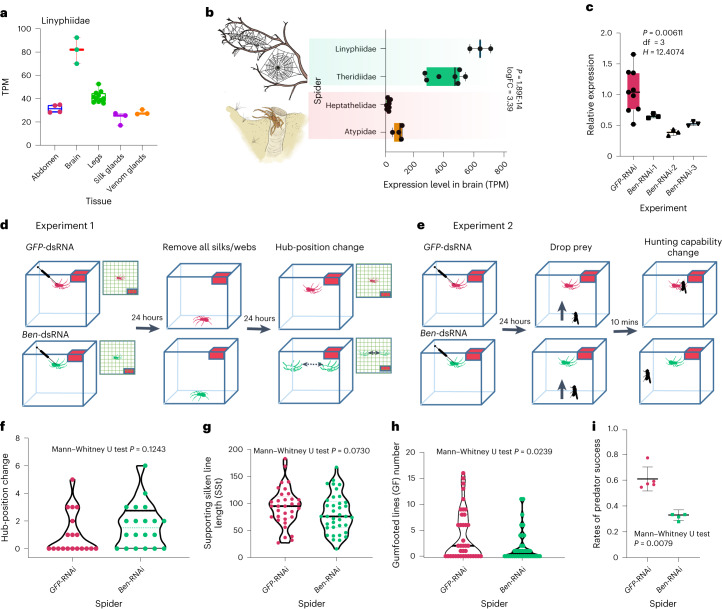
Functional experiment of gene *ben*. **a**, The expression level (transcripts per million, TPM) of gene *ben* across different tissues for *Hylyphantes* (*n* = 4 samples for abdomen, 3 for brain, 11 for legs, 3 for silk glands and 3 for venom glands). **b**, Gene *ben* showing up-regulated expression in web-building spider (*n* = 3 samples for Linyphiidae, *n* = 7 for Theridiidae) brains compared to burrowing spider brains (*n* = 8 for Heptathelidae and 4 for Atypidae). The log fold change (logFC) and significance between different predation strategies were calculated using two-sided Fisher’s test by EdgeR. Reported *P* value is FDR-adjusted using the Benjamini–Hochberg method. **c**, The expression level of *ben* was significantly reduced after dsRNA injection. Statistical comparisons were performed by Kruskal Wallis test followed by post-hoc Dunn’s correction. The green, yellow and blue bars represent three RNAi experiments. **d**,**e**, RNAi experiment to test the effect of *ben* knockdown on the web-building and prey capture capability. **d**, We removed all silk/webs in the plastic box after 24 h upon dsRNA injection and observed whether they would build webs in the same position. **e**, We dropped a fruit fly on the spider’s web after 24 h upon dsRNA injection and allowed the spider to perform its normal prey capture behaviour. After 10 minutes, we removed all the live fruit flies. **f**, Relative hub-position change of spider re-building web. *ben*-RNAi spiders (*n* = 19) showed slightly higher positional change than the control (*n* = 20). **g**, Comparison of supporting silken line length (SSt) between *ben-*RNAi (*n* = 33) and *GFP* control (*n* = 37). **h**, Comparison of gumfooted lines (GF) number between *ben-*RNAi (*n* = 39) and *GFP* control (n = 38). **i**, *ben*-RNAi (*n* = 5) spiders showed significantly lower capture success rate than the control (*n* = 5) during five days after RNAi. Box plots (**a**, **b** and **c**) show minimum to maximum (whiskers), 25–75% (box), median (band inside) with all data points. The solid line and dashed lines within each violin plot (**f**, **g** and **h**) indicate median and quartiles, respectively. Bars showed in **i** are mean ± SD across replicates. Statistical significance in **f**, **g**, **h** and **i** are reported using a two-tailed approach. *Ben*-RNAi spiders and control spiders showed in **d**–**i** are coloured in green and pink, respectively. Source data

More than half of the *GFP*-RNAi (11/19) spiders build their web in the same position 24 hours after we removed all silks, and 6/20 of *ben*-RNAi spiders stayed in their original position. Changes in hub position of *ben*-RNAi were slightly higher than the control (Fig. 6f; *P* = 0.1243). In addition, *ben*-RNAi spiders showed significantly lower prey capture success rate (Fig. 6i; *P* = 0.0079). We then compared the supporting silken line (SSt) length and gumfooted lines (GF) number between GFP-controlled spider and *ben*-RNAi spiders. We found that *ben*-RNAi spiders showed lower GF numbers (*p* < 0.001) in two days after RNAi (Fig. 6h). GFs delay the escape of insects and give a spider more time to subdue its prey. Lower number of GF may lead to a lower prey capture rate.

Web-building spiders have expanded their niche to previously unoccupied aerial spaces, and eventually, spiders displayed a large diversity of learning processes, from habituation to contextual learning, including a sense of sound, space and even numerosity^40,41^. The observed positive selection and rapid evolution of genes in the MBs may build the neuronal basis for adaption to habitat shifts and the evolution of behavioural changes in web-building spiders.

## Discussion

### Norepinephrine and octopamine in the spider brain

A striking feature of the nervous system of *H. graminicola* is the coexistence of norepinephrine and octopamine in spiders (Fig. 2). Early studies also observed a high level of norepinephrine in the CNS of hunting spiders^42^. Spiders may thus represent one of the ancient organisms where all three transmitters coexist (octopamine, tyramine and norepinephrine). Octopamine is involved in various behaviours such as flying, egg laying and jumping in insects^43^. The previous study proved that octopamine causes a persistent increase in the excitability of spider mechanosensory neurons^44,45^, promoting sensitivity to higher frequencies^46^. Our transcriptome data revealed that octopamine receptors were significantly highly expressed in neuron 18 (*foxp2* positive neuron; Fig. 2g) and in the legs (Extended Data Fig. 4). Octopamine thus probably affects spiders’ sensory perceptions and plays a potential role in auditory or sound-based communication systems.

In vertebrates, norepinephrine in the sympathetic system targets many organs and tissues and causes rapid body reactions, for example, triggering the fight-or-flight response^47^. For spiders, the fight-or-flight is one of the most common decision-making processes spanning their life history^40^. Such response requires the integrated participation of many organs and/or tissues. Interestingly, we found that one of the adrenergic receptors was the only gene that was highly expressed across many organs/tissues (Fig. 2h). Norepinephrine in spiders thus probably preserved a similar function as that found in vertebrates. Overall, the difference between octopaminergic signalling and adrenergic signalling in spiders suggested that octopamine signalling in invertebrates and adrenergic signalling in vertebrates is not functionally equivalent or homologous. More comparative studies in molecular evolution and neural circuits are required to improve our understanding of the evolution and function of these neurotransmitter systems.

### Mushroom body evolution in web-building spiders

One of the most important behavioural innovations of spiders is the emergence of aerial web-building behaviour in spiders^3,48^. The unique structural characteristics related to web building, such as silk and mechanosensory sensilla, have garnered increased interest and detailed descriptions. However, only a small number of molecules (for example, neuropeptide) or neurons had been thoroughly described in spiders^49^. We found that most PSGs were highly expressed on the brain, indicating the key role of CNS in the evolution of spiders beyond the structure innovations. The common ancestors of spiders were probably silk-lined burrow dwellers^2^. Subsequent changes in constructing behaviour (from burrows to web building) and spatial niches (from ground to aerial space) expose spiders to more challenging environmental and biological risks^3^. Spiders evolved many special skills to cope with such challenges, for example, web spiders have been shown to memorize the characteristics of a single captured prey, such as the prey type, size and location, and to change web properties as a function of previous prey catches^50,51^. These experience-dependent modifications of behaviour usually require learning and memory processes that are regulated by the MBs^52,53^, which is a higher-order, multimodal sensory integration centre in the protocerebrum of chelicerates and other arthropod lineage^54,55^.

Interestingly, PSGs/REGs were preferentially expressed in spiders’ MB-like clusters. Many of them have been proven to be involved in cognition and nervous system development. RNAi experiments proved one of these genes (that is, *ben*) significantly reduced prey capture success rate and caused abnormal web-building behaviour. Additionally, strong correlations have been established between learning/memory and synaptic plasticity^56^. Many PSGs/ REGs that are involved in the development of the nervous system are highly actively expressed in MB-like clusters. These genes may contribute to synaptic plasticity and memory formation in spiders. Together, the evolution of MBs and memory-related genes may build the neuronal basis for the emergence of web-building behaviour in spiders.

### Genetic drivers of neuron and behaviour innovation in spiders

The emergence of web-building behaviour of spiders has gone through at least three key evolutionary steps (Fig. 5a and Extended Data Fig. 10): the appearance of chelicerae in the common ancestor of chelicerates as a raptorial, predatory animal around 500 million years ago (Ma) (ref. ^57^); development of silk-lined burrow constructing behaviour in the common ancestors of spiders around 350 Ma and the evolution of aerial web-building behaviour in the common ancestors of Araneomorph spiders around 200 Ma (ref. ^3^). Our results suggested that a large portion of gene duplications and gene retentions that occurred in the common ancestor of chelicerates potentially contributed to the retention of ancestral neurons (for example, peptidergic neurons) and early neuronal differentiation (Fig. 3). These early genomic changes that are significantly related to feeding behaviour and nociception (Fig. 5c), may have promoted their survival in fierce attack and counter-attack confrontation^58^ in the ancestor of arachnids. The second key step might optimize sensory perception of prey signals through such genetic innovations as the expansion of sensory receptors (Fig. 5d). These changes probably occurred more predominately in the peripheral nervous system than the CNS. The expanding genes that occurred in the common ancestor of web-building spiders were less enriched in the brain (Fig. 5b), and the neuron and behaviour innovation in the third step may have resulted from genes undergoing positive selection or rapid evolution. These genes were preferentially expressed (~38%) in the MBs and related to the function of LTM and synaptic development and may have provided the last critical drive for advanced web-building behaviour.

This study suggested that an integrated multi-omics approach, including genomics, transcriptomics and single-cell transcriptomics, might represent a valuable strategy for evolutionary neuroscience discovery, especially for non-model animals. Our study also has several limitations. First, the cell number in this study may be insufficient to cover all neuron types. The expression characters of the rare cluster were potentially less reliable. The additional dataset with more cell numbers and more experiments could fill some of the gaps. Second, it was still difficult to deeply understand the neuronal circuits underlying the web-building behaviour. Advanced gene editing and neurobiological technology^59^ will greatly improve our understanding of spider web-building behaviour.

## Methods

### Animals for single-cell sequencing

Adult samples of the aerial web-building spider (*Hylyphantes graminicola*) were collected from Anci district, Langfang, Hebei, China (39° 31.90’ N, 116° 38.15’ E) between September and October 2020. Collected spiders used for brain dissection were housed individually in a glass tube (Φ12 mm × 80 mm) at temperature- and humidity-controlled condition (24–26 °C and 50–60% humidity) in a 14 h–10 h light–dark cycle. No ethical approval was needed because spiders used in this study are common species with huge population size in the field and are not threatened species.

### Brain dissection and single-cell dissociation

Five single-cell libraries (two from males and three from females) were constructed for 10× single-cell sequencing. For each library, brains (35–40 mixed-aged adults) were dissected in cold 1× formaldehyde-phosphate-buffered saline (PBS) solution using fine forceps and transferred to a tube containing MACS Tissue Storage Solution. The brain tissue was dissociated into single cells using the Adult Brain Dissociation kit (Miltenyi Biotec number 130-107-677) with these modifications: (1) after termination of the gentleMACS programme, the C-tube with the sample was incubated at 37 °C for 10 minutes; (2) all centrifugations were performed at 220 G for 8 min at 4 °C; (3) myelin debris and erythrocyte removal steps were omitted to prevent loss or bias in the recovered cell yields.

### 10× genomic single-cell sequencing

Single-cell transcriptomic amplification and library preparation were performed at Capitalbio Technology Corporation (Beijing, China). Libraries were made using the Chromium Single Cell 3’ v3 kit from 10X Genomics. Briefly, spider brain single cells were suspended in 0.04% BSA–PBS. Cells were added to each channel to capture the transcriptomes of ~5,000 to 10,000 cells per sample. Cellular suspensions were loaded on a GemCode Single Cell Instrument (10X Genomics) to generate single-cell gel beads in emulsion (GEM). GEMs and scRNA-seq libraries were prepared using the GemCode Single Cell 3ʹ Gel Bead and Library Kit (10X Genomics) and the Chromium i7 Multiplex Kit (10X Genomics), according to the manufacturer’s instructions. Libraries were sequenced on an Illumina Novaseq6000 with a sequencing depth of at least 100,000 reads per cell with pair-end 150 base pair (PE150).

The CellRanger pipelines v4.0.0 provided by 10X Genomics were used to process the sequenced libraries (alignment, barcode assignment and UMI counting). The reference genome was built based on the spider genome released on ScienceDB Digital Repository: 10.11922/sciencedb.01162. The number of cells detected in the experiment was determined by CellRanger based on the number of barcodes associated with cell-containing partitions and estimated from the barcode UMI count distribution. A digital expression matrix was obtained for each experiment with default parameters. From a total of 2,192,024,585 reads, 82.2% were mapped to the *H. graminicola* genome, giving an approximate sequencing depth of 60,000 reads per cell (ranging from 31,483 to 111,407). 

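Before any limit on cells, the median number of genes per cell was 1149, 734 and 1338 in female replicates 1, 2 and 3, and 1257.5 and 871 in male replicates 1 and 2. The mean of these medians was 1069.9.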

The median number of genes per cell ranged from 734 to 1,258 (average 1,070). Other sequencing matrices of the spider brain (five samples) of 10X Genomics scRNA-seq are summarized in Supplementary Table 1.

### Raw data processing and quality control

Seurat pipeline v4 (ref. ^60^) was used to perform basic processing and visualization of the scRNA-seq data in R v4.0 (ref. ^61^). The initial dataset contained 40,233 cells from five samples (Supplementary Table 1). Cells with high mitochondria expression levels are considered low-quality cells. For instance, cells with mitochondrial RNA > 20% were removed in studies of the *Drosophila* larval brain^62^. However, the proportion of mitochondrial RNA in our five samples is about 30%. 

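Over the 37 genes that the files name as mitochondrial, the mean share of UMIs per cell before filtering was 29.9%. By library it was 24.9%, 38.3% and 18.1% in female replicates 1, 2 and 3, and 23.6% and 38.3% in male replicates 1 and 2. The medians were 18.7%, 34.7%, 14.7%, 19.9% and 32.8% in the same order.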

We could not simply specify a parameter set. Therefore, we first used all cells to process and visualize the initial scRNA-seq data using the *vst* method in Seurat. Clusters were identified by the ‘*FindClusters*’ function with a clustering resolution of 2 (see below for details on Seurat cell clustering). We obtained 44 clusters and selectively removed entire clusters with the majority of cells having ≥40% mitochondrial RNA and under 1,000 detected UMIs (Extended Data Fig. 1)^63^. We then set different mitochondrial percentages: 20%, 30%, 40% and 50% to check if the remaining cells still can generate specific clusters with high mitochondrial percentages. 

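With 250 to 3000 genes required in place of at least 200 and no limit on the number of genes per UMI, 29624 cells were kept. The limit of 2500 genes in the deposited code left 28419 cells. Of the held rows of Supplementary Table 2, 156 exceed 3000 genes, 289 exceed 2500 genes and 8 lie below 250 genes. UMI and gene counts of all those rows equalled the counts in the files. The values here therefore set no upper limit on genes, which kept 1362 cells above 3000 genes.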

Finally, we used the following parameters for the remaining individual cells to exclude outliers: minimum percentage mito = 0, maximum percentage mito = 40%, minimum number of UMI = 500, maximum number of UMIs = 60,000, minimum number of nGene = 250 and maximum number of nGene = 3,000. Additionally, genes expressed in at least three cells were considered for the analysis. More stringent criteria decreased the number of cells included without further improving the clustering. In the final dataset, a median of 1,375 genes and 3,777 unique molecular identifiers (UMIs) per cell were obtained across five replicates (Supplementary Table 2).

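The kept cells had medians of 1197 genes and 2648 UMIs, and means of 1371 genes and 3758 UMIs. By library the medians of kept cells were 2592.5, 1925 and 3096 UMIs in female replicates 1, 2 and 3, and 2991 and 2572 UMIs in male replicates 1 and 2.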

### Seurat cell clustering

After initial quality control, a total of 30,877 cells were retained. We then used the R package Seurat for normalization, integration, dimension, reduction, clustering and visualization. Retained cells from each sample were log normalized and scaled with LogNormalize. Variable genes were identified with the *FindVariableFeatures* function (selection.method = ‘*vst*’, nfeatures = 2,000). Sample integration and batch removal were performed using Harmony package v0.10 (ref. ^64^). Clustering and visualization of the data were accomplished using Seurat’s linear dimension reduction (principal components analysis, PCA) followed by t-distributed stochastic neighbour embedding (t-SNE). Clusters with only one cell were removed. Cells were clustered using a resolution from 0.2 to 6 (Supplementary Table 2). A comparison of different cluster resolutions was evaluated with the clustree package v0.5.0 (ref. ^65^). Cluster resolutions above 2 yielded few new clusters and resulted in 42 clusters (Extended Data Fig. 1 and Supplementary Table 2). DecontX^66^ and DoubletFinder^67^ were used to estimate RNA contamination and detect doublet for each cluster (Supplementary Figs. 5 and 6). 

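Doublets were called by the share of simulated doublets among each cell's nearest neighbours, at 0.8% of cells expected per 1000 cells of a library. This called 102, 281 and 506 kept cells in female replicates 1, 2 and 3, and 471 and 826 in male replicates 1 and 2, 2186 in all. They were kept in the main values and left out in an alternative. DecontX and DoubletFinder were not used here.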

Differentially expressed genes were found using the *FindAllMarkers* (min.pct = 0.2, only.pos = true) function with Wilcoxon Rank Sum test (Supplementary Table 4).

### Spider gene identification

The cell type can be identified by overlaying the expression of specific marker genes, requiring previous knowledge of gene expression in specific tissues or cells. This prior information is mostly from model species (for example, *Drosophila*). The spider (*H. graminicola*) genes were annotated against the *Drosophila* protein sequences by the reciprocal best hit method using BLASTP in BLAST v2.10.0+ (E-value < 1e−5) (ref. ^68^). This step identified 5,977 homologous genes between flies and spiders.

To account for gene paralogues and gene duplication events, an aggregated table of ‘meta-genes’ was created^69^. Each meta-gene may include all genes homologous to one fly gene. For this purpose, we clustered gene families using OrthoFinder v.2.3.118 (ref. ^70^) under the default parameters (Inference of orthogroups and pairwise orthology relationship sections). This analysis identified 8,026 orthologues between the spider and the fly.

Gene functions were assigned according to the best match to the databases of National Center for Biotechnology Information non-redundant nucleotide database (NCBI-NR, http://www.ncbi.nlm.nih.gov) and Swiss-Prot (http://www.uniprot.org/)^71^ by protein–protein Basic Local Alignment Search Tool (BLASTP, E-value ≤ 1e−5) and the Kyoto Encyclopedia of Genes and Genomes^72^ using Diamond v0.8.22 (E-value ≤ 1e−5) (ref. ^73^). Protein domain identification and Gene Ontology (GO) (http://geneontology.org/) analysis were performed through InterProScan v5.32–71.0 (ref. ^74^). Signal peptide prediction was performed using SignalP v6.0b (ref. ^75^). Homologous transcription factors (TFs) were matched against *Drosophila* using BLASTP. Novel TFs in the spider genome were predicted using DeepTfactor^76^.

### Cell type annotation

We used three methods to determine cell type for each cell cluster: marker genes, expression similarity across species and GO enrichment:

We first used known cell type-specific/enriched marker genes of *Drosophila* that have been previously described to determine cell type (details in Supplementary Table 3). This includes neuronal markers (*brp*, *nSyb*, *elav*, *Syt1* and *CadN*), Glia markers (*moody*, *Eaat2*, *Gat* and *Gs2*), fat body markers (*FASN1*, *ACC*).

We then compared the expression similarity of each cluster between the fruit fly and spider using two approaches: (1) correlations between mean expression profiles among clusters^77^ and (2) marker similarity^25^. Both methods can reduce noise stemming from biological or technical variation across individual cells and treats each cluster as a unit of comparison. For the correlation method, differentially expressed genes for fly^13^ and spider were identified using Seurat *FindAllMarkers*. For each fly–spider cluster comparison, these lists were intersected to identify a common set of BRH genes. Average cluster expression profiles were subsetted and transformed for this common gene set. Cluster expression correlations were calculated using Spearman’s correlation coefficient. For the marker similarity method, we also identified the marker gene list for each cluster from different species. These lists were then used to calculate the marker similarity for each cluster between the fly and spider following the methods from Shafer et. al^25^. The correlations matrix and marker similarity matrix were hierarchically clustered using Euclidean distances and the ‘ward.D’ agglomerative method.

GO functional enrichment analysis of marker genes that were specific to each cell was performed using R package clusterProfiler v3.18.1 (ref. ^78^). The *P* value was adjusted by Benjamini–Hochberg false discovery rate (FDR), and terms with an adjusted *P* value of <0.05 were recognized as significantly enriched. REViGO (http://revigo.irb.hr/) was used to cluster the over-represented GO terms and construct the interactions of terms^79^.

### Cell–cell communication mediated by neuropeptides

We created a neuropeptides and neuropeptide receptors list from the gene annotation results. The ligand–receptor pairs of *H. graminicola* were defined based on the known neuropeptide–receptor pairs in *Drosophila*^18,19^. Potential cell–cell interactions mediated by neuropeptides in different cell types were inferred using CellChat v1.1.3 (ref. ^20^), a tool that can quantitatively infer and analyse intercellular communication networks from scRNA-seq data. We first used all five samples and computed ligand–receptor interaction strengths for all pairs of cell types following the official workflow. For comparison of cell–cell communication between males and females, we ran each dataset (females and males) separately and merged two objects. Sexual difference in interaction strength for each signal pathway was estimated by the Wilcoxon test (*P* < 0.05) in CellChat. Cell clusters with significant changes in sending or receiving signals between male and females and the overall information flow of each signalling pathway were identified following the official workflow.

### Identification of putative GRNs using GENIE3

We used GENIE3 v3.16 to identify TFs that were predictive of the expression of terminal effector genes associated with the functions of brain neuron diversity^80,81^. Briefly, the single-cell expression matrix was subjected to GENIE3 algorithm. Genes that were identified as cell markers were listed in the target genes list. The lists of TFs and their corresponding weights for each target gene were used in downstream analysis. Gene co-expression networks for each TF were constructed by the GENIE3 package. Only weight values more than 0.1 and the top 50 targets for each TF were retained and plotted by Cytoscape v3.7.2 (ref. ^82^).

### Whole-genome duplication event analysis of *H. graminicola*

We used pipelines in the wgdi package v0.1.6 (https://pypi.org/project/WGDI) to perform Colinear block analysis^83^. First, the putative paralogous and orthologous gene pairs within the genome were searched using BLASTP (E-value < 1e−5) with a maximum of 25 alignments. The maximal collinearity gap length between genes was set as 50. Then, synonymous substitutions (Ks) values of identified colinear gene pairs were calculated using YN00 v4.9 (ref. ^84^). Third, Gaussian density fitting was performed to estimate the probability density distribution for median Ks. We also used MCScanX in TBtools v0.665 (ref. ^85^) with default parameters to identify inter-chromosomal colinear blocks of *H. graminicola*. MCScanX was also used to classify genes into five categories, namely singletons (that is, genes without any duplicate), dispersed (duplicates occurring more than ten genes apart or on different scaffolds), proximal (duplicates occurring on the same scaffold at most ten genes apart), tandem (consecutive duplicates) and segmental (block of at least five collinear genes separated by less than 25 genes missing on one of the duplicated regions).

We further identified ten highly conserved Hox genes in arthropods, which are considered to play important roles in the common ancestor of panarthropod^86^. HOX protein sequences of four species (*Daphnia magna*, *Drosophila melanogaster*, *Parasteatoda tepidariorum* and *Tribolium castaneum*) were downloaded from NCBI and Swiss-Prot databases. We performed BLASTP (E-value < 1e−10) to search for the candidates. For ensuring the accuracy of identification, we used MAFFT (multiple sequence alignment software v7.455) with the G-INS-i model (iterative refinement method with consistency and WSP scores)^87^ to observe the clustering between the obtained genes and the downloaded HOX genes. The obtained gene clusters were further manually checked in the NCBI-NR database. Duplicated HOX gene clusters supported the signature of WGD.

### Genome sequencing, assembly and annotation for two plesiomorphic burrowing spiders

Two spiders (*Atypus karschi* and *Luthela Beijing*) were selected for genome sequencing and comparative genomic analysis because they represent the basal lineage of spiders with the primitive hunting behaviour (burrowing). Samples of the purseweb spider (*A. karschi*) were collected from the bamboo forest Tongji, Chengdu, Sichuan, China (31.18° N, 103.84° E). Samples of the segmented spider (*L. Beijing*) were collected from Purple Bamboo Park, Haidian district, Beijing, China (39.94° N, 116.32° E). All samples were starved and reared in the lab for more than 72 hours at room temperature. Genomic DNA for short- and long-read sequencing was isolated from the cephalothorax of adult spiders using the Qiagen Blood and Cell Culture DNA Kit (QIAGEN).

The high-fidelity libraries were sequenced on the PacBio Sequel II system in Circular Consensus Sequencing mode at Novogene Technology Co. PacBio reads were first assembled using wtdbg2 v2.5 (ref. ^88^). The contigs of the assembly were polished by Racon v1.4.17 for three rounds (https://github.com/isovic/racon) using long reads and then by NextPolish v1.4.0 (rerun = 2) using short reads^89^. Gene structure annotation was performed by braker-2.1.6 (ref. ^90^), combining Augustus v3.3 (ref. ^91^) and GenomeThreader v1.7.3 (ref. ^92^). For transcriptome-based annotation, RNA-seq data were mapped to the reference genome using STAR v2.7.3a (https://github.com/alexdobin/STAR). We then identified the coding region of transcripts using transdecoder v5.5.0 (https://github.com/TransDecoder/TransDecoder). All of the predicted gene models above were then combined to create a consensus gene set using EVidenceModeler v1.1.1 (ref. ^93^).

### Behavioural classification of six spiders in this research

Coding spider foraging strategies is notoriously complex and controversial. Here we simplify the foraging strategies of spiders in this study based on web architectures and their habitats^3^: (1) aerial web-building spiders—spiders that use suspended webs that are architecturally stereotyped or relatively amorphous in open aerial habitat, including foliage of shrubs, herbs and trees; (2) burrowing spiders—spiders that live in a burrow with silk lines or rudimentary webs, and these ‘webs’ have few to no direct junctions between discrete silk threads; (3) hunting spiders—no prey capture webs.

### Inference of orthogroups and pairwise orthology relationships

We inferred orthogroups using 14 species, including Nematoda, *Caenorhabditis elegans*, two insects (*Apis mellifera* and *Drosophila melanogaster*), the horseshoe crab *Limulus polyphemus*, three non-spider Arachnida (the opiliones *Phalangium opilio*, the tick *Hyalomma asiaticum* and the mite *Tetranychus urticae*), two plesiomorphic burrowing spiders (*Atypus karschi* and *Luthela sinensis*), one plesiomorphic hunting spider (*Dysdera sylvatica*) and three aerial web-building spiders (*Argiope bruennichi*, *Parasteatoda tepidariorum* and *Hylyphantes graminicola*) with OrthoFinder (-M msa -S blast -T iqtree). Briefly, protein sequences of each species were assigned to homologous families using BLASTP and the clustering algorithm MCL^94^. Multiple sequence alignments were finished using MAFFT with default parameters. We then built orthogroup trees and a species tree using IQTREE v1.6.12 (ref. ^95^).

After inferring orthogroups, we predicted pairwise orthology relationships and characterized the relative times of duplication events for each gene family based on the gene tree topology from IQTREE. We defined five scenarios that corresponded to different duplication events^96^: Hypothesis 1, *H. graminicola*-specific duplication events; Hypothesis 2, common duplication in the most recent common ancestor of spiders; Hypothesis 3, common duplication in the most recent common ancestor of spiders and scorpions (MRCA_spider_scorpion); Hypothesis 4, common duplication in the most recent common ancestor of Arachnida (MRCA_Arachnida); Hypothesis 5, common ancient duplication in the most recent common ancestor of spiders and insects (MRCA_spider_insects).

### Gene expression matrix from different tissues

Twenty-four RNA samples from eight tissues, including the venom gland, brain, silk glands, abdominal tissue without silk glands and leg pairs I–IV from our previous study^31^ were used to determine the tissue-specific expression pattern for each gene. Tissue-specific genes for each tissue were identified using the *τ* index^97^. Briefly, the gene expression levels in the detected tissues were quantified as the transcripts per million (TPM) using the following formula: TPM = (CDS read count × mean read length × 10^6^) / (CDS length × total transcript count). We then used the expression matrix to calculate *τ* tissue-specific expression indices as follows:

$${{\tau }}=\frac{{\sum }_{{{i}}=1}^{{{n}}}(1-{\widehat{{{X}}}}_{{{i}}})}{{{n}}-1}{\rm{;}}\,{\widehat{{{X}}}}_{{{i}}}=\frac{{{{X}}}_{{{i}}}}{\mathop{\max }\limits_{1\le {{i}}\le {{n}}}({{{X}}}_{{{i}}})}$$

*X*_*i*_ is the expression of the gene in tissue *i*, *n* is the total number of tissues. The values of *τ* range between 0 and 1. Values close to 1 indicate completely tissue specific, and values close to 0 indicate ubiquitously expressed genes. We classified genes as cellular-specific expressed when *τ* > 0.8.

### Identification of neuron-specific genes in the spider brain

To better understand the forces that drive gene expression diversity in the spider nervous system, we identified the most highly enriched and highly cellular-specific genes in CNS that are related to neuron clustering and neuron type definition using two methods: marker-dependent and cellular specificity indices. We selected neuron-specific genes from the marker gene list of neuron clusters using two thresholds: relatively higher expression (maximum avg_log2FC ≥ 1) and high specificity (only as markers in ≤ 5 clusters). We defined the orthogroups as neuron-specific orthogroups if any gene in this group was listed in the neuron-specific gene set.

### Calculation of expression divergence of duplicated genes

To explore whether duplicated genes contribute to neuronal diversity, we determined the expression divergence of duplicated genes for the neuron-specific orthogroups. First, we tested whether duplicated genes are expressed more frequently in the same cell type than randomly selected gene pairs; second, we tested whether duplicated genes showed a higher correlation of mean expression level across different cells than randomly selected gene pairs; third, we tested whether duplicated genes shared more similar TFs (calculated as the number of shared TFs from the top 25 TFs resulted from GENIE3) than randomly selected gene pairs; fourth, we tested whether duplicated genes showed higher TF weight correlations than randomly selected gene pairs^25^.

### Gene family expansion and gene selection analyses

To explore the molecular and neuron innovation accompanying aerial web-building and hunting behaviour, we first searched the expanding gene family and selective events that are specific to the aerial web-building spider lineage.

To evaluate gene family expansion and contraction, we used CAFÉ v5.0 (ref. ^98^) with default parameters, which applies the results of orthologue groups from the OrthoFinder programme. The time tree was constructed using MCMCTree framework in PAML (Phylogenetic Analysis Using Maximum Likelihood) v4.9j (ref. ^99^). The gene family was regarded as significantly expanded or contracted (Viterbi *P* ≤ 0.05) when the copy number of focused branch lineages was higher or lower than its ancestral branch lineage, respectively. Gene orthogroups with >100 copies were filtered out. We performed positive selection analysis with six spider species including three aerial web-building spiders, two plesiomorphic burrowing spiders and one web-less hunting spider. We obtained 5,680 best-to-best hits as orthologous genes, which were shared by six species and used for positive selection analysis. Orthologous proteins were aligned by MAFFT. Poor alignments were trimmed with trimAL v1.4.rev15 (-gt 0.9 -st 0.001) (ref. ^100^). We used branch-site likelihood ratio tests in CODEML package of the PAML to identify positive selection genes (PSGs) for the ancestral branch of aerial web-building spiders. The branch-site model allows omega to vary both among sites in the protein and across branches on the tree, aiming to detect positive selection affecting a few sites along particular lineages. We performed the test by comparing two models: the null model (using the settings model = 2, NSsites = 2, omega = 1) and the alternative model (model = 2, NSsites = 2). The likelihood ratio test has degrees of freedom = 1. We used the F3 × 4 codon model of Goldman and Yang^101^ to calculate the equilibrium codon frequencies from the average nucleotide frequencies at the three codon positions (CodonFreq = 2). We obtained FDR with the Benjamini and Hochberg method^102^. Genes with FDR < 0.05 and the ratio of non-synonymous to synonymous substitutions (d*N*/d*S*) in the foreground >1 were considered PSGs.

To examine the rapidly evolved genes (REGs), branch model (model = 2, NSsites = 0) was used to detect ω of foreground branch (ω0), average ω of all the other branches (ω1) and the mean of whole branches (ω2). Then a χ2 test was used to check whether ω0 was significantly higher than ω1 and ω2 under the threshold FDR < 0.05, which hinted that these genes would be under rapid evolution^103^.

We also detected individual sites under positive selection for the ancestral branch of web spiders using 5,680 orthologous genes. A mixed-effects maximum likelihood approach (MEME) was employed by using the MEME framework^104^ in Hyphy v2.5.25 (http://www.hyphy.org/)^105^ with default parameters. MEME allows the distribution of ω to vary from site to site (the fixed effect) and also from branch to branch at a site^103^. This programme showed the significance of the episodic positive selection for each site using a likelihood ratio test.

### Differential expression analyses of spider brains

To identify differential expressed genes across burrowing and web-building species, the brain transcriptome samples of two web-building spiders, *Hylyphantes graminicola* and *Parasteatoda tepidariorum*, and two burrowing spiders, *Atypus karschi* and *Luthela Beijing*, were mapped to their trimmed-orthologues. For each species, the expression level matrix of orthologues was constructed using RSEM v1.3.1 (ref. ^106^). We performed differential expression analysis using edgeR package v3.26.8 (ref. ^107^) with a FDR of 0.05 and a fold change of 4.

### Linking molecular evolution and neuron innovation

We next focused on the expanding gene family and PSGs/REGs that are specifically expressed in the spider brain. We calculated the average expression level and percent of expression for each cell cluster using the *AverageExpression* function (idents = ‘cell.type’). Using DotPlot function (pct.exp > 25, avg.exp > 2) in Seurat, we manually checked gene expression patterns for each gene and identified the major cell type that expressed the candidate genes. The potential functions of expanding gene family/PSGs in each cluster were examined by GO enrichment.

### Sex-biased expression and sex-specialized cell types

For the sex-bias analysis, we first obtained the gene expression matrix using the AverageExpression function (idents = ‘sex’) in Seurat. Next, we found the sex-bias genes using *FindMarkers* function for all sample pairs (for example, find the different expression gene between male_1 and female_1 using the parameters (min.pct = 0.25, ident.1 =‘male_1’, ident.2 = ‘female_1’, only.pos = F) based on the non-parametric Wilcoxon rank sum test. Only genes that showed significant expression differences in all comparisons were considered as sex-bias genes. 

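UMIs were summed over the neurons of each library and tested between the sexes with edgeR's quasi-likelihood test, since cells are not replicates. Of 13440 genes tested, 7 had a Benjamini-Hochberg adjusted p under 0.05, 2 higher in males and 5 lower. All 7 had each library of one sex above each of the other. Chance gives that separation for 20% of genes not picked by a test, and these were picked on the same libraries, so it adds no support. At an unadjusted p under 0.05 there were 342 genes. The smallest p was that of evm.TU.CTG-333.35, with 9.70 ± 0.992 CPM in female libraries (SD, n = 3) and 119 ± 13.9 CPM in male libraries (n = 2), a log2 fold change of 3.61 (standard error 0.25, adjusted p = 0.000359 from edgeR). evm.TU.CTG-1339.19 had 1.02 ± 0.347 CPM in female and 12.2 ± 7.02 CPM in male libraries (adjusted p = 0.0402 from edgeR). Lower in males were, among others, evm.TU.CTG-1523.1, with 108 ± 14.9 and 10.9 ± 2.36 CPM and a log2 fold change of -3.31, *ENOX2_S2* (evm.TU.CTG-1263.7), with 856 ± 56.8 and 133.5 ± 17.1 CPM and a log2 fold change of -2.68, and *RBM10* (evm.TU.CTG-1084.8), with 149.5 ± 28.2 and 26.6 ± 3.18 CPM and a log2 fold change of -2.49. The names are those of Supplementary Table 4 and Supplementary Data 1, of which only a part was used here, and in that part 5 of the 7 genes have no name. DESeq2's Wald test called 43 genes. Without female replicate 1, 2 genes were called, and without female replicate 2, 4 genes.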

We searched for sex-biased genes for each cell using the same strategy. We then applied the UCell package v2.2 (ref. ^108^) to evaluate the UCell signature score of male-biased and female-biased genes for each cell using the *AddModuleScore_UCell* function. The UCell score is calculated as the difference between the average expression of the genes in the module score and the genes in the background for each cell. Scores close to zero indicate a similar expression, positive scores indicate higher expression and negative scores indicate lower expression of the genes in the gene set than the background genes. Gene scores for each cluster were calculated using AverageExpression (features = signature.names**)** and visualized using dotplot by ggplot2 package v3.3.5 (ref. ^109^).

### Measurement of monoamine transmitters

The octopamine (OA) and norepinephrine (NE) concentrations were measured via reversed phase UltiMate High Performance Liquid Chromatography with electrochemical detection (UHPLC-ECD, DIONEX UltiMate 3000, RS Pump)^110^.

### Immunostaining of spider brains

Immunostaining was conducted following similar procedures for *Drosophila* adult brain staining^111^. Briefly, spiders were dissected in 0.015% PBST (phosphate-buffered saline with 0.015% Triton X-100) and fixed with 4% PFA at room temperature on a shaker for 20 min. Samples were then washed with 0.5% PBST for 4 × 15 min. After washing, samples were blocked by 5% goat serum in 0.5% PBST at room temperature on a shaker for 30 min. The primary antibody and its dilution ratio were adopted from previous publications^112,113^. Mouse anti-SYNORF1 and anti-Fasciclin II antibody was purchased from Developmental Studies Hybridoma Bank and diluted to 1:1,000 in the blocking buffer. Samples were treated with the primary antibody for 48 h and then washed for 4 × 15 min. The secondary antibody Alexa Fluor 488 anti-Mouse (Invitrogen A11001) was used at 1:250, and samples were incubated for 72 h followed by similar washing procedures. Rabbit anti-norepinephrine (NE) antibody (immusmol, IS1042) with STAINperfect immunostaining kit A (SP-A-1000) was used for NE immunolabeling. An Olympus FV1000 microscope with a 20× air lens (NA = 0.8) was used for confocal imaging.

### RNA in situ localization

Spider cRNA probes were prepared using T7 promoter sequence (Supplementary Table 10). In vitro transcription of DNA template was carried out using thermocycler followed by RNA probe synthesis using DIG RNA labelling kit using manufactures protocol (Roche Diagnostics). In brief, spider brains were fixed in 4% paraformaldehyde in for 20–60 min. The brains were washed using 1× PBS with 0.1% Tween 20 (PBST). Then it was permeabilized using proteinase K (1 μg ml^−1^) and fixed again with 4% PFA. Samples were incubated in hybridization solution at 50 °C for 1 h. A DIG-labelled cRNA probe was used and heat-denatured by incubating it for 5 min at 80 °C. The brains were then washed using wash buffer and were blocked with 5% BSA blocking solution at RT for 1.5 h followed by incubation with anti-Digoxigenin-FITC antibody (21H8) (FITC) (ab119349) (1:500) at 4 °C for overnight. Brain samples were washed four times for 15 min with DIG wash buffer (Roche Diagnostics) and ready for confocal imaging.

### RNAi experiment

#### Candidate gene

Gene *ben* is both a positively selected gene and a rapidly evolving gene, and it is highly expressed in mushroom body-like neurons. The expression levels were similar across different developmental stages. The dsGFP was synthesized and used as a control.

#### Experimental subject

Wild-type adult spiders were obtained from the greenhouse in the Institute of Zoology, Chinese Academy of Sciences. The spiders were then housed individually in a plastic box (50 mm × 50 mm × 40 mm) at temperature- and humidity-controlled conditions (24–26 °C and 50–60% humidity) in a 14 h/10 h light–dark cycle. Offspring (subadult females) of wild spiders were used for experiments. Experimental subjects were caged individually from second instar juveniles to subadults. The sample size of each measured behaviour and fitness trait is shown in Supplementary Table 8.

#### RNAi in vivo

For RNAi, 495 base pair fragments of *ben* were PCR amplified from cDNA. The T7 promoter sequence attached primers were used for PCR amplification of the double-stranded RNA (dsRNA) templates using HiScribe T7 (NEB) according to the manufacturer’s instructions. Synthesized dsRNA was quantified with a Nanodrop 2000 (Thermo Fisher). The final concentration of double-stranded RNA used for injection was 5µg µl^−1^. Before injection, the spiders were anaesthetized with CO_2_. A CellTram air microinjector (Eppendorf) was used for injection.

#### Validation of knockdown

The knockdown effects were validated with RT-qPCR after 24 h upon dsRNA injection using three technical replicates per gene per sample. The whole body of spiders was collected, and total RNA was extracted using RNAiso Plus (Takara) according to the manufacturer’s instructions. Reverse transcription was performed by using HiScript III RT SuperMix for qPCR (+gDNA wiper) (Vazyme Biotech). Quantitative real-time PCR was performed using Taq Pro Universal SYBR qPCR Master Mix (Applied Biosystems). Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) gene was used as a reference housekeeping gene, as past studies have shown it has relatively similar expression across all tissues^114^. The primers for qPCR were listed in Supplementary Table 10.

#### Behavioural assay

We tested the effects of the expression of the candidate gene (*ben*) on spider web-building and predatory behaviour. We used four indicators to test behavioural change after RNAi: in the first experiment, the spiders usually stay in the hub of their web. We removed all silk/webs in the plastic box after 24 h upon dsRNA injection and observed whether they would build webs in the same position. Using an in-house Python script-based method (Supplementary Code), the length of the SSt (supporting structure, a silken line) and the number of GF (Gumfooted lines, threads with viscid basal portions) were also used to quantify the web quality. In our second experiment, we dropped a fruit fly on the spider’s web and allowed the spider to perform normal prey capture behaviour with each prey item (locate prey, extract it from the web, wrap it in silk, secure it to the hub) and eat. If the fly broke free from the web within 10 min, we dropped another fruit fly on the web. After 10 min, we removed all the live fruit flies. We fed the spider once per day and recorded how often the spider captured the prey each day.

### Statistical analyses

Kruskal Wallis test with Dunn’s multiple-comparison post-hoc test was used to compare groups of data. Non-parametric two-tailed Mann–Whitney U tests were used to compare two distributions. All measurements were taken from independent samples. All graphs and statistical analyses were generated using GraphPad Prism software unless otherwise stated.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information Supplementary Figs. 1–9 and descriptions for Supplementary Tables 1–10, Data 1–20 and Code.

Reporting Summary

Supplementary Tables 1–10 Supplementary Tables 1–10.

Supplementary Data 1–19 Supplementary Data 1–19.

Supplementary Data 20 Predicted precursors of neuropeptides in *Hylyphantes graminicola*.

Supplementary Code 1–10 Supplementary code.

### Source data

Source Data Fig. 2 Statistical source data.

Source Data Fig. 3 Statistical source data.

Source Data Fig. 4 Statistical source data.

Source Data Fig. 5 Statistical source data.

Source Data Fig. 6 Statistical source data.

Source Data Extended Data Fig. 1 Statistical source data.

Source Data Extended Data Fig. 4 Statistical source data.

Source Data Extended Data Fig. 5 Statistical source data.

Source Data Extended Data Fig. 6 Statistical source data.

Source Data Extended Data Fig. 7 Statistical source data.

## Data Availability

The raw and processed data of single-cell transcriptomes of spider brains are deposited into the GEO database (with accession code GSE241696); all raw transcriptome data have been deposited into the NCBI Sequence Read Archive (SRA) database with a BioProject accession PRJNA934409 and a BioSample accession SAMN33275591–SAMN33275618 and SAMN36403531–SAMN36403537. Raw DNA sequencing data of *Luthela Beijing* and *Atypus karschi* are deposited into the Genbank with BioProject accession: PRJNA1008782 and PRJNA1010389. The genome assemblies of *Luthela Beijing* and *Atypus karschi* were available in Science Data Bank: 31253.11.sciencedb.07403. The functional annotations of protein-coding genes, metadata, results from genetic analysis and GO lists and other source and processed data are available in the Supplementary Data. Source data are provided with this paper.

# Supplementary material for: Single-cell transcriptomics reveals the brain evolution of web-building spiders
**Source:** Nat Ecol Evol. 2023 Nov 2;7(12):2125–42. doi: 10.1038/s41559-023-02238-y
**Supplement:** Supplementary file 1 — Supplementary Figs. 1–9 and descriptions for Supplementary Tables 1–10, Data 1–20 and Code.

---

# Single-cell transcriptomics reveals the brain evolution of web-building spiders

---

In the format provided by the  
authors and unedited

**Supplementary Figure 1** Norepinephrine immunostaining in spider brain.

**Supplementary Figure 2** Mushroom body staining in spider brain.

**Supplementary Figure 3** Expression patterns of marker genes related to GABA neurons (*Gad*), cholinergic neurons (*ChAT*) and glutamatergic neurons (*VGlut*) in brain scRNA-seq samples of *Hylyphantes graminicola*.

**Supplementary Figure 4** Dotplot showing single-cell expression level of expanded gene families in different spiders.

**Supplementary Figure 5** The RNA contamination level (up) and doublet cell proportion (down) for monoaminergic neuron clusters.

**Supplementary Figure 6** The doublet cell proportion (up) and RNA contamination level (down) for all cell clusters.

**Supplementary Figure 7** Cell communication pattern at different resolutions.

**Supplementary Figure 8** Pairwise transcriptional similarity of cell clusters from *Drosophila* and *Hylyphantes* by SAMap program.

**Supplementary Figure 9** Gene networks between transcription factors (TFs) and neuropeptides.

**Supplementary Table 1** Sequencing and mapping statistics, including numbers of cells, mean reads per cell, and number of genes detected per cell.

**Supplementary Table 2** Seurat object metadata for all cells after stringent quality control. RNA\_snn\_res.2 was used for the final analysis.

**Supplementary Table 3** Markers used for cell annotation

**Supplementary Table 4** Marker gene lists.

**Supplementary Table 5** Assembly statistics and BUSCO assessment of two assembled genomes.

**Supplementary Table 6** Positive selection genes (PSGs) or rapid evolution genes (REGs) at common ancestor of aerial web-building spiders (node c).

**Supplementary Table 7** GO analysis of positive selection genes (PSGs) or rapid evolution genes (REGs) at common ancestor of aerial web-building spiders (node c).

**Supplementary Table 8** Samples used for RNAi experiment and qPCR.

**Supplementary Table 9** Omics data used in this study.

**Supplementary Table 10** qPCR and dsRNA and RNA-FISH primers in study.

**Supplementary Data 1-20**

**Supplementary Code 1-10**

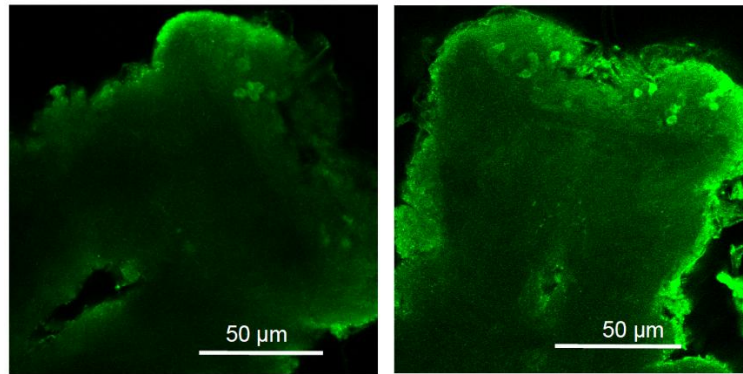

**Supplementary Figure 1 Norepinephrine immunostaining in spider brain.** Anti-Noradrenaline (NE) antibody (IS1042) together with the STAINperfect immunostaining kit A (SP-A-1000) were used. Four independent biological replicates were performed to confirm the distribution of Norepinephrine neurons.

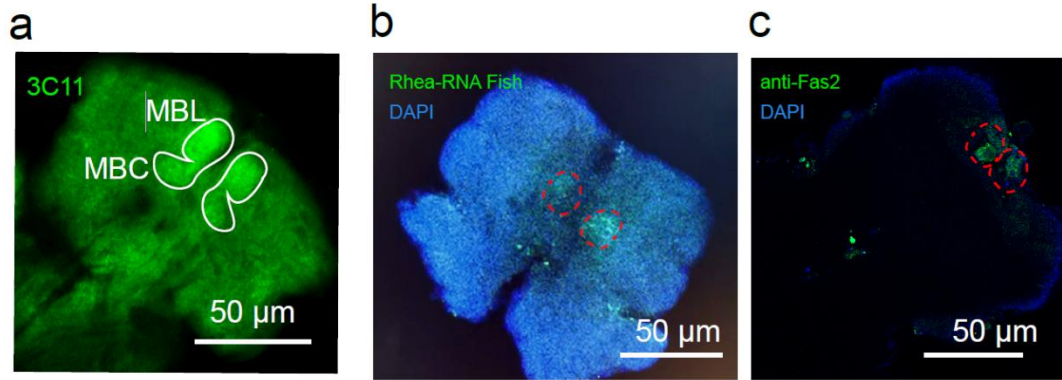

**Supplementary Figure 2 Mushroom body staining in spider brain.** **a**, 3C11 staining showed the structure of the mushroom body (MB) in the spider brain. **b**, RNA fluorescence in situ hybridization (FISH) for *rhea* marks subset of MBs. **c**, anti-Fas2 immune-staining showed the expression pattern of Fas2 (green). Two independent biological replicates were performed to confirm the expression of *rhea* and *Fas2* in the brain. Three independent biological replicates of 3C11 staining were performed to confirm the brain structure.

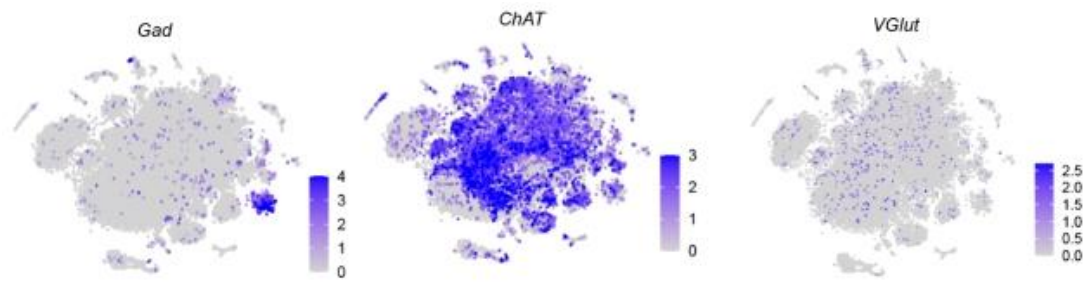

**Supplementary Figure 3** Expression patterns of marker genes related to GABA neurons (*Gad*), cholinergic neurons (*ChAT*) and glutamatergic neurons (*VGlut*) in brain scRNA-seq samples of *Hyalophantes graminicola*.

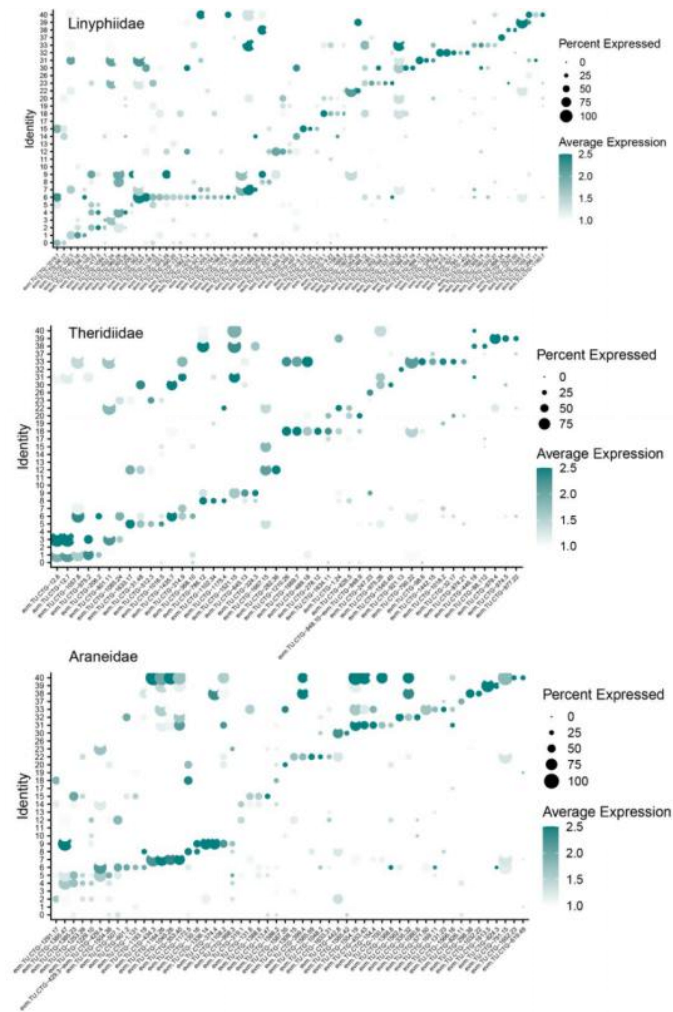

**Supplementary Figure 4 Dotplot showing single-cell expression level of expanded gene families in different spiders.** We presented the expanded gene families for Linyphiidae (up), Theridiidae (middle), and Araneidae (down) compared to other arthropod species in Fig. 5 of the main text. The corresponding homologous genes were obtained from the genome of the *Hylyphantes graminicola*.

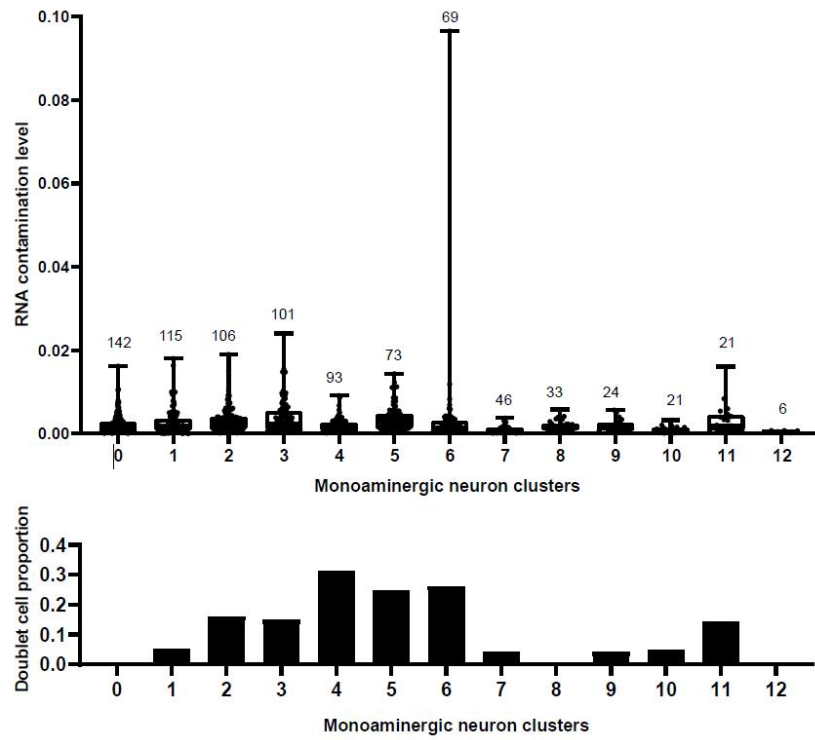

**Supplementary Figure 5 The RNA contamination level (up) and doublet cell proportion (down) for monoaminergic neuron clusters.** The number above the box indicates the cell number of each cluster. Box plots show minimum to maximum (whiskers), 25–75% (box), and median (band inside) with all data points.

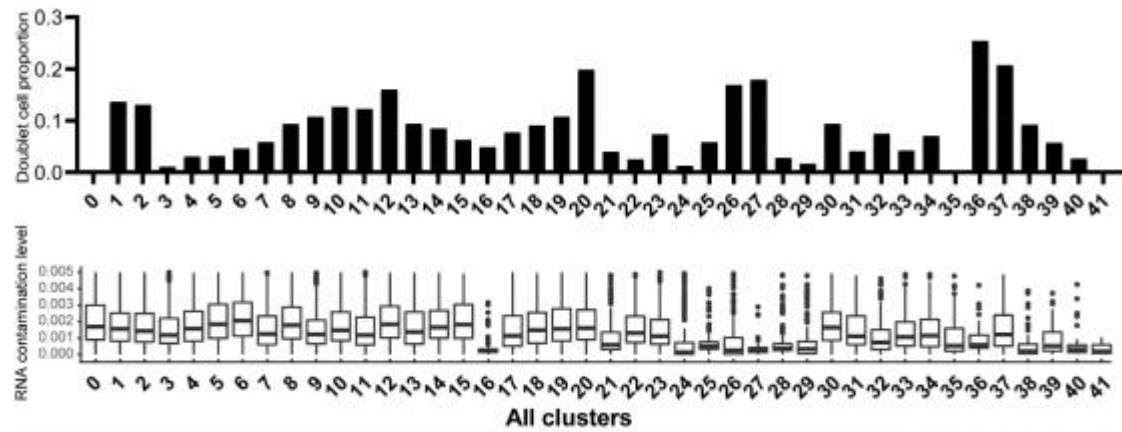

**Supplementary Figure 6 The doublet cell proportion (up) and RNA contamination level (down) for all cell clusters.** Box plots show minimum to maximum (whiskers), 25–75% (box), median (band inside) with data points less than 0.005. The cell number of each cluster ranged from 28 (cluster 41) to 3233 (cluster 0).

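By the transferred numbers, cluster 41 held 31 cells and cluster 0 held 5469 cells, the most of all clusters. Of the annotated cells of cluster 0, 88.6% regained their number when held out, and all 5 of cluster 41 did. Clustering the cells anew and matching the clusters gave 3598 cells for cluster 0 and 32 for cluster 41. The named genes kept among the variable genes, a setting chosen after seeing the values, gave 4894 and 67 cells.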

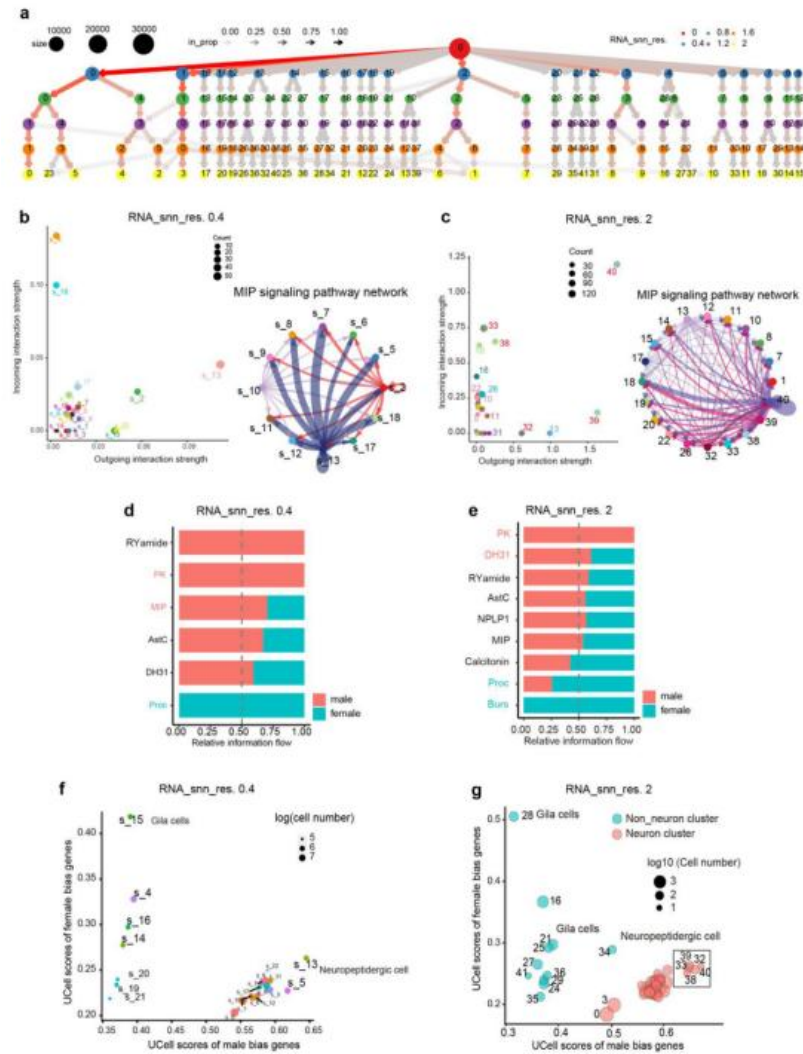

**Supplementary Figure 7 Cell communication pattern at different resolutions.** **a**, Comparison of different cluster resolutions. **b-c**, The outgoing and incoming interaction strength for each cell inferred by CellChat. The right panel shows the communication networks of *MIP* signaling pathway network, which is the dominant neuropeptide signal. **d-e**, Comparison of the overall information flow of each signaling pathway between males and females. Significantly different signaling pathways were colored red (male) and blue (female). **f-g**, Ucell scores of male bias genes and female bias genes. **b, d, f**, Related results at resolution 0.4; **c, e, g**, Related results at resolution 2.

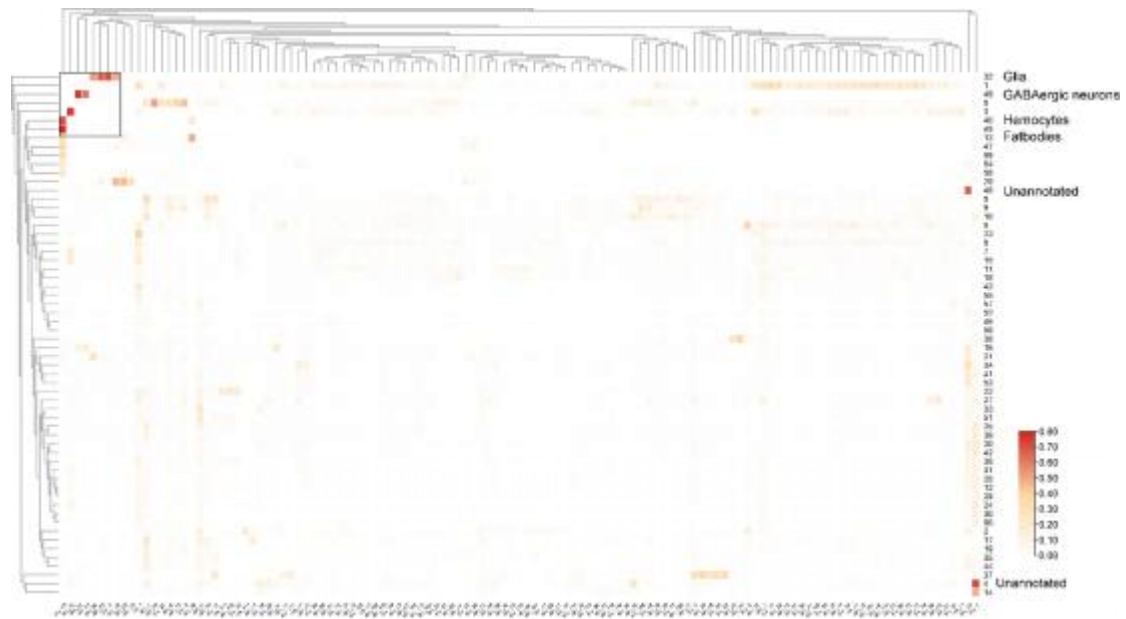

**Supplementary Figure 8** Pairwise transcriptional similarity of cell clusters from *Drosophila* and *Hylyphantes* by SAMap program. Red squares in black box indicate the conserved cell cluster types between brain scRNA-seq samples of *Drosophila* and *Hylyphantes*.

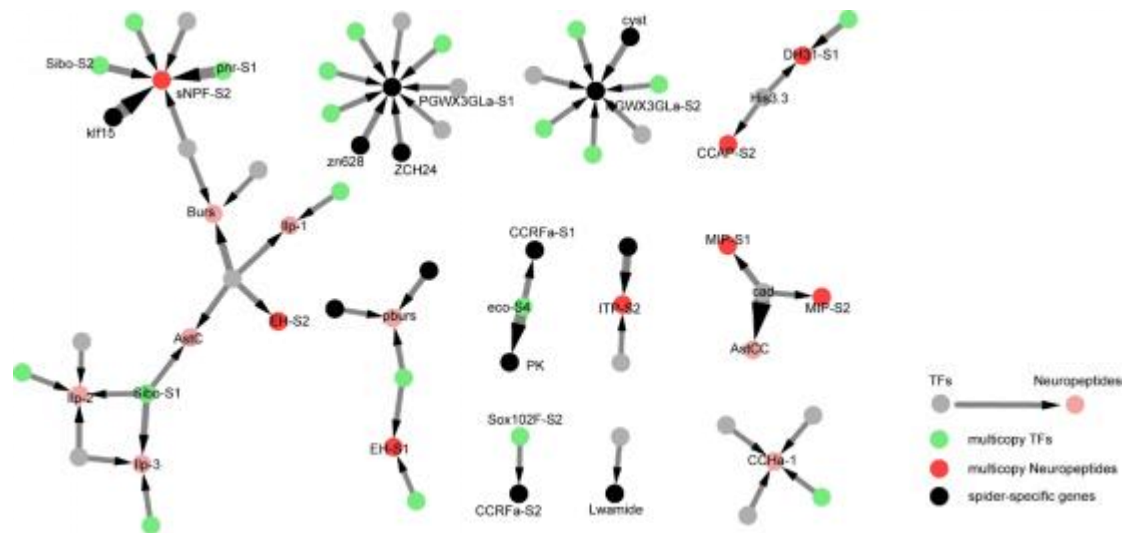

**Supplementary Figure 9 Gene networks between transcription factors (TFs) and neuropeptides.** Grey and green dot represent TFs and multicopy TFs, respectively; pink and red dots represent neuropeptides and multicopy neuropeptides respectively; black dots represent the specific genes of spiders. Line thicknesses indicate the interaction strengths.

# Supplementary material for: Single-cell transcriptomics reveals the brain evolution of web-building spiders
**Source:** Nat Ecol Evol. 2023 Nov 2;7(12):2125–42. doi: 10.1038/s41559-023-02238-y
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used.

Data analysis Softwares used to analyze the data were described in details in the Methods section of the manuscript and listed below:  
Cell Ranger V4.0.0, Seurat v4.0, Harmony v0.10, clustree v0.5.0, BLAST v2.10.0, OrthoFinder v2.3.118, Diamond v0.8.22, SignalP v6.0b, DeepTfactor, ClusterProfiler v3.18.1, REViGO, CellChat v1.1.3, GENIE3 v3.16, Cytoscape v3.7.2, wgd v0.1.6, YN00 v4.9, TBtools v0.665, MAFFT v7.455, R v4.0, wtdbg2 v2.5, Racon v1.4.17, NextPolish v1.4.0, braker-2.1.6, Augustus v3.3, GenomeThreader v1.7.3, STAR v2.7.3a, transdecoder v5.5.0, EvidenceModeler v1.1.1, IQTREE v1.6.12, CAFÉ v5.0, PAML v4.9j, trimAL v1.4.rev15, Hyphy v2.5.25

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The Raw and processed data of single-cell transcriptomes of spider brain are deposited into the GEO database (with accession code GSE241696); All raw transcriptome data have been deposited into the NCBI Sequence Read Archive (SRA) database with a BioProject accession PRJNA934409 and a BioSample accession SAMN33275591- SAMN33275618 and SAMN36403531-SAMN36403537. Raw DNA sequencing data of Luthela Beijing and Atypus karschi are deposited into the Genbank with BioProject accession: PRJNA1008782 and PRJNA1010389. The genome assemblies of Luthela Beijing and Atypus karschi were available in Science Data Bank: 31253.11.sciencedb.07403. The functional annotations of protein-coding genes, metadata, results from genetic analysis and GO lists and other source and processed data are available in supplementary data.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data where this information has been collected, and consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☐ Life sciences ☐ Behavioural & social sciences ☒ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Study description

This study is aimed to determine the spider's neuron type and explore how gene selection and gene family evolution shape neuron specificity and behavior diversity. We set 5 replicates for spider brain single-cell transcriptomic sequencing. Two spiders were selected for genome sequencing and 14 species were used for comparative genomic analysis.

### Research sample

Spider brain tissue of Male and female from Hylyphantes graminicola; adult purseweb spider and segmented spider for genome sequencing.

### Sampling strategy

We obtained a total of 40,233 single cells from the five replicates. This is around 0.5-1.2 times the estimated cell number of 30,000 (e.g. Argiope aurantia) –100,000 (e.g. Cupiennius salei) in a single individual spider brain, and thus is expected to be sufficient for capturing most cell types in the spiders brain. Two spiders were selected for genome sequencing because they represent the plesiomorphic burrowing spiders. Fourteen genomes covered the major lineages of Arachnida.

### Data collection

P.Y.J. and B.Y.Z. prepared samples for 10X single-cell RNA-seq. Single-cell transcriptomics amplification and library preparation were performed at Capitalbio Technology Corporation (Beijing, China). Y.M.Z. and Y.X.S. prepared samples for genome sequencing. The

high-fidelity (HiFi) libraries were sequenced on the PacBio Sequel II system in Circular Consensus Sequencing (CCS) mode at Novogene technology co., LTD (Beijing, China).

Timing and spatial scale Sample collection between 2020-2021.

Data exclusions N/A

Reproducibility Information about the single-cell transcriptomic and comparative genomics methods used in this paper are included in our material and methods.

Randomization N/A

Blinding N/A

Did the study involve field work? ☐ Yes ☒ No

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

- n/a Involved in the study
- ☐ ☒ Antibodies
  - ☒ ☐ Eukaryotic cell lines
  - ☒ ☐ Palaeontology and archaeology
  - ☐ ☒ Animals and other organisms
  - ☒ ☐ Clinical data
  - ☒ ☐ Dual use research of concern

### Methods

- n/a Involved in the study
- ☒ ☐ ChIP-seq
  - ☒ ☐ Flow cytometry
  - ☒ ☐ MRI-based neuroimaging

## Antibodies

Antibodies used Mouse anti-SYNORF1, Alexa Fluor 488 anti-Mouse, Rabbit anti-norepinephrine (NE) antibody , Mouse anti-Fascin II.

Validation Mouse anti-SYNORF1 and its dilution ratio were validated from previous publications (Brenneis et al. 2022; Steinhoff et al. 2017). Anti-norepinephrine was validated from previous publication (Robertson et. al. 2013) Mouse anti-Fascin II was validated from previous publication (Klambt 2000)

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals First generation (G1) of wild collected spiders were used for Immunostaining, RNAi experiments and RNA-seq from different tissues.

Wild animals Wild-collected spiders of aerial web-building spider for brain dissection were collected from Anci District, Langfang City, Hebei Province, China. Sample of the purseweb spider was collected from the bamboo forest Tongji Town, Chengdu City, Sichuan Province, China (31.18°N, 103.84°E). Sample of the segmented spider was collected from Purple Bamboo Park, Haidian District, Beijing City, China (39.94°N, 116.32°E).

Reporting on sex Single-cell libraries from two male and three female samples were used to compare sexual difference in cell type and cell-cell communication patterns.

Field-collected samples Wild-collected spiders were maintained individually in a glass tube or plastic box at temperature- and humidity-controlled condition (24–26 °C and 50–60% humidity) in a 14hr/10hr light-dark cycle in Institute of Zoology, Chinese Academy of Sciences.

Ethics oversight No ethical approval was needed because spiders used in this study are common species with huge population size in the field and are not threatened species.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Supplementary material for: Single-cell transcriptomics reveals the brain evolution of web-building spiders
**Source:** Nat Ecol Evol. 2023 Nov 2;7(12):2125–42. doi: 10.1038/s41559-023-02238-y
**Supplement:** Supplementary file 5 — Predicted precursors of neuropeptides in Hylyphantes graminicola.

Supplementary Data20: Predicted precursors of neuropeptides in *Hylyphantes graminicola*

Blue indicates the predicted signal peptide by SignalP 6.0. Grey means convertase cleavage sites and amino acid residues likely to be removed by carboxypeptidase. Pink represents Amidation cleavage sites. Yellow marks the conserved cysteine residues in a neuropeptide.

**Achatin**

>evm.model.CTG_47.16

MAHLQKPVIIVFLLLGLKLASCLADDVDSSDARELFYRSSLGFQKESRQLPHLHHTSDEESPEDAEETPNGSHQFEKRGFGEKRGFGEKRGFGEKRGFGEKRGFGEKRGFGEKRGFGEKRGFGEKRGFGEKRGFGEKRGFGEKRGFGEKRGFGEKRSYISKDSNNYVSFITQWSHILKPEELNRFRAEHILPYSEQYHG

**Agatoxin-like peptide (ALP)**

>evm.model.CTG_1553.3

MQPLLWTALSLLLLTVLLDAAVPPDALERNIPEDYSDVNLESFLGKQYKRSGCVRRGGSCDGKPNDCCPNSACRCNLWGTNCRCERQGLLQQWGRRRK

>evm.model.CTG_569.27

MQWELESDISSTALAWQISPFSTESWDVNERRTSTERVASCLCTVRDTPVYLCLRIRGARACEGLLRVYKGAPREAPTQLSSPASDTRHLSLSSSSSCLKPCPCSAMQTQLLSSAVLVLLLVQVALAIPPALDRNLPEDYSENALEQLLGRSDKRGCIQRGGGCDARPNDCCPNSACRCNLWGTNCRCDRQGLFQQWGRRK

**Allatostatin B (AstB)**

>evm.model.CTG_578.5

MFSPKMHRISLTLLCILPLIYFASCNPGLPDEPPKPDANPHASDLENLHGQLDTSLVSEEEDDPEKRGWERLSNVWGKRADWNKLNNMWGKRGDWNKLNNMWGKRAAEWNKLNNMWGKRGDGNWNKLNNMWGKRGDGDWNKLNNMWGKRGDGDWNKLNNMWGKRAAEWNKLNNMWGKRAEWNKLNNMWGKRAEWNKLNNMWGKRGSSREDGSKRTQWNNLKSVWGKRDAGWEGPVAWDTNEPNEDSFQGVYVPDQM

**Allatostatin B (AstB)-mip**

>evm.model.CTG_1394.2

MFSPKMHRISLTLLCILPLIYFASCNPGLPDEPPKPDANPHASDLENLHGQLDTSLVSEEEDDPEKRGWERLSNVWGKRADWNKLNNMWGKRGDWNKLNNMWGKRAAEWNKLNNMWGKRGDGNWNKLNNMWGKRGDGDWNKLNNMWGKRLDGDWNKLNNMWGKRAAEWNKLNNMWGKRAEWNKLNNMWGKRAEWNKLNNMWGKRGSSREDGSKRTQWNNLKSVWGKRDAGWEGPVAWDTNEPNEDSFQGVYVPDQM

**Allatotropin (AT)**

>evm.model.CTG_216.1

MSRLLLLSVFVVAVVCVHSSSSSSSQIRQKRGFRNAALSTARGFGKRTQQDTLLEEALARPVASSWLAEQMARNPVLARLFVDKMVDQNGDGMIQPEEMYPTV

**AstC**

>evm.model.CTG_1075.4

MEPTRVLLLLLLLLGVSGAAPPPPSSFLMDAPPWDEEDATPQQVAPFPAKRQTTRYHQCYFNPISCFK

**AstCC**

>evm.model.CTG_63.18

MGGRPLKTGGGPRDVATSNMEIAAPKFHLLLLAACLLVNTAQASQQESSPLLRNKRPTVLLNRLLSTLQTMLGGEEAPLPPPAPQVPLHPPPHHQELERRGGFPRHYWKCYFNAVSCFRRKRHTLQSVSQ

**AstCCC**

>evm.model.CTG_1140.24

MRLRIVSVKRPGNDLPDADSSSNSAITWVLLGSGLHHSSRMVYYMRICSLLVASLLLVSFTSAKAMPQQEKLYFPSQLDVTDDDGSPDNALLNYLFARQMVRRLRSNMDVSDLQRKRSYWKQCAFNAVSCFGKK

**Bursicon(Bursα)**

>evm.model.CTG_160.9

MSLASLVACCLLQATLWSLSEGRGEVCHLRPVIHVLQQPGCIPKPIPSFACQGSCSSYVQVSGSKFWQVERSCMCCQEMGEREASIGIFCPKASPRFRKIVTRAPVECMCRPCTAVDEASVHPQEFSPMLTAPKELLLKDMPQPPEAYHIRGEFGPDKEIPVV

**Bursicon(Bursβ)**

>evm.model.CTG_160.10

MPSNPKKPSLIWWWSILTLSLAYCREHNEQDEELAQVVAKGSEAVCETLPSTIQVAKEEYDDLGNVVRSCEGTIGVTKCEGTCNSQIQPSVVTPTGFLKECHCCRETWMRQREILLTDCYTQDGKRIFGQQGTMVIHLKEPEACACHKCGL

**Calcitonin-like (Cal)**

>evm.model.CTG_1293.44

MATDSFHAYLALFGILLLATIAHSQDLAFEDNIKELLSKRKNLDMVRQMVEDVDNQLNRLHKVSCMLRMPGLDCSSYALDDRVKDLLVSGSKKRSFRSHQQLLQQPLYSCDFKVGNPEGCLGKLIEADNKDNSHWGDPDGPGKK

>evm.model.CTG_508.11

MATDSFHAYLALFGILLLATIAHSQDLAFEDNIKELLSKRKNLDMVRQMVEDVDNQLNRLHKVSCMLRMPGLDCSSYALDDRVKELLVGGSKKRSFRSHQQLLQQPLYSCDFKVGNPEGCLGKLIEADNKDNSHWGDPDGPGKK

>evm.model.CTG_571.10

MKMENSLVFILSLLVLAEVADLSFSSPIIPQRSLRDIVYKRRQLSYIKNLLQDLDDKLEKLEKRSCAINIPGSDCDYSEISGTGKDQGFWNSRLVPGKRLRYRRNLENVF

**CCAP**

>evm.model.CTG_40.6

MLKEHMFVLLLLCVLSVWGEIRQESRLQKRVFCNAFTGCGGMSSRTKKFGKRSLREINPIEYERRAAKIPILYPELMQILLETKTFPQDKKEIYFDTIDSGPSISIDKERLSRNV

**CCHamide (CCHa)**

>evm.model.CTG_1026.2

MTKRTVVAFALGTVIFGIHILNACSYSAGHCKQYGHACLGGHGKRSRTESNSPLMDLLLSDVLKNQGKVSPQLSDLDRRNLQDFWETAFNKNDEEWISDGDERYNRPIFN

**CCHamide (CCHa)**

>evm.model.CTG_1183.3

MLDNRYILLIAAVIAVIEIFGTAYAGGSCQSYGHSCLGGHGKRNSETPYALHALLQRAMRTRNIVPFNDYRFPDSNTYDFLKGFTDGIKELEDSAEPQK

**CCRFamide (CCRFa)**

>evm.model.CTG_571.11

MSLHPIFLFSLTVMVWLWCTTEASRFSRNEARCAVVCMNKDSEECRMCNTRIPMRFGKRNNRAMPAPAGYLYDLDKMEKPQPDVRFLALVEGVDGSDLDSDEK

>evm.model.CTG_674.29

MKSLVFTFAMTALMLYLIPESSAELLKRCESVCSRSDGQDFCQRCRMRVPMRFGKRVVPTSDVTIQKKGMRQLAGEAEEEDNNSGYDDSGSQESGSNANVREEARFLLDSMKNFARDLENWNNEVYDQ

**Corazonin**

>evm.model.CTG_40.5

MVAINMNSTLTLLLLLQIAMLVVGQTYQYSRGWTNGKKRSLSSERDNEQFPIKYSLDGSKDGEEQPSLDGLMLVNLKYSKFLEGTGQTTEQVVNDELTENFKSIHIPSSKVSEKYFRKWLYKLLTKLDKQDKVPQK

**Crustacean cardio-active peptide (CCAP)**

>evm.model.CTG_208.1

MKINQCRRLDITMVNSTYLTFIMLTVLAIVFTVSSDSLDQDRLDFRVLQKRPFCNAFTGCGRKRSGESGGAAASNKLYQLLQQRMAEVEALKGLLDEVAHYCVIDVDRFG

>evm.model.CTG_246.26

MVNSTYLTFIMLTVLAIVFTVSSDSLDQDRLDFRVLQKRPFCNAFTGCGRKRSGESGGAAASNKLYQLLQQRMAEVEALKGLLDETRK

**Crustacean hyperglycemic hormone/Ion transport peptide-like (CHH/ITP)**

>evm.model.CTG_539.1

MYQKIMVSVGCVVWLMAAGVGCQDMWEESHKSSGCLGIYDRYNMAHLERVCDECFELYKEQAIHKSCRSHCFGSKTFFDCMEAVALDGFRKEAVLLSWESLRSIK

>evm.model.CTG_11.16_evm.model.CTG_11.17

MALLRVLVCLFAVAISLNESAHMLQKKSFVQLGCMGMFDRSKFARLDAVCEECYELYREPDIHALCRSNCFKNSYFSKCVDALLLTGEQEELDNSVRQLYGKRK

**Diuretic Hormone 31 (DH31)**

>evm.model.CTG_308.2

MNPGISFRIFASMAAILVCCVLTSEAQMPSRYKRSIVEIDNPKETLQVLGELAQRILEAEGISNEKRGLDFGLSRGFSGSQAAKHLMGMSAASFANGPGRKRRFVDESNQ

>evm.model.CTG_674.24

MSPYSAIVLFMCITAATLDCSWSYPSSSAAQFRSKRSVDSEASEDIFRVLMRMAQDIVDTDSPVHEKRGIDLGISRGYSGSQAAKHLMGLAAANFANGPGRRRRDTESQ

**Diuretic Hormone 44 (DH44)**

>evm.model.CTG_556.25

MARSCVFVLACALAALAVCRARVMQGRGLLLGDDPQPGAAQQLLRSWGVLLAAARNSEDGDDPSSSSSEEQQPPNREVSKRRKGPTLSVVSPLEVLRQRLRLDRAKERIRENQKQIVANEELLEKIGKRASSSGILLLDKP

**Dsk**

>evm.model.CTG_1137.20

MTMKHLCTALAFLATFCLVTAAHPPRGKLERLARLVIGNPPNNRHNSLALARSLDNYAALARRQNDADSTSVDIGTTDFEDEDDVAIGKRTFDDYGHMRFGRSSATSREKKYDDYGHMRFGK

**Ecdysis-triggering hormone (ETH)**

>evm.model.CTG_173.7

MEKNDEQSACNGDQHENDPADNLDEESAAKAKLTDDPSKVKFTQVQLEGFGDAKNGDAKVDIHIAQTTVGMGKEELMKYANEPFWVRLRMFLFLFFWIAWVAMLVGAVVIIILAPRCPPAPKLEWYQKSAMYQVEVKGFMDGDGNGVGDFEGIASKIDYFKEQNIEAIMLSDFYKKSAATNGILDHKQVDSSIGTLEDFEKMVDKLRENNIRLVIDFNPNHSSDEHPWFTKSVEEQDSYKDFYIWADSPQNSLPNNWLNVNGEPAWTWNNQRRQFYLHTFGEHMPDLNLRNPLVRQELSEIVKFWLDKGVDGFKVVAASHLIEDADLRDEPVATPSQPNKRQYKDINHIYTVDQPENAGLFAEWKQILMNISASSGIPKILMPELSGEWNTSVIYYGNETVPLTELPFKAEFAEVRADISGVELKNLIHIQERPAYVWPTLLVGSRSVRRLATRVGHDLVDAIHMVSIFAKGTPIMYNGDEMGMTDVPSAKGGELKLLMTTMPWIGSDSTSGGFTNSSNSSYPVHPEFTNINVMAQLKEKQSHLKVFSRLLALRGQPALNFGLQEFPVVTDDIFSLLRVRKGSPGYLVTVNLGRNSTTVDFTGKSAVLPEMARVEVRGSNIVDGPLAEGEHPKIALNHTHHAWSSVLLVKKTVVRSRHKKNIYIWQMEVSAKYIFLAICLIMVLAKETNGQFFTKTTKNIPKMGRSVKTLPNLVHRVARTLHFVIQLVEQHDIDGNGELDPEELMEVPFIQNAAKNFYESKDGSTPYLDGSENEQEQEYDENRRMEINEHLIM

**Eclosion hormone (EH)**

>evm.model.CTG_1292.11

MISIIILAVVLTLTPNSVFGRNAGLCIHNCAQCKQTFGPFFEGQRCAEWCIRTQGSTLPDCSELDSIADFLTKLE

>evm.model.CTG_283.22

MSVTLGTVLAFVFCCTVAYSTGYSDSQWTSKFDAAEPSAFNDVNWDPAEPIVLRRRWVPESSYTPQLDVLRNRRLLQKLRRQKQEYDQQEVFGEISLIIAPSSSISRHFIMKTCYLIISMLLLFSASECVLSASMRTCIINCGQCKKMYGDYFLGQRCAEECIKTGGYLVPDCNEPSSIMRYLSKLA

>evm.model.CTG_283.23

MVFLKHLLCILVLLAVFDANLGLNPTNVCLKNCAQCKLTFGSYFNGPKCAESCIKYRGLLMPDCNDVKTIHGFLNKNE

**EFLamide (EFLa)**

>evm.model.CTG_1268.15

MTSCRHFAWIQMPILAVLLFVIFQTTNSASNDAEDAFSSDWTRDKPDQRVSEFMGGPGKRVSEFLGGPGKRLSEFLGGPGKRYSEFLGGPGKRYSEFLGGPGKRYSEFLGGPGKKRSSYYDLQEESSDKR

**Elevenin (Ele)**

>evm.model.CTG_1396.9

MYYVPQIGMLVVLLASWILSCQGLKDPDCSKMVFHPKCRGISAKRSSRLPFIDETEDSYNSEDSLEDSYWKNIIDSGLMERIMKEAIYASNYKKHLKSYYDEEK

>evm.model.CTG_147.17

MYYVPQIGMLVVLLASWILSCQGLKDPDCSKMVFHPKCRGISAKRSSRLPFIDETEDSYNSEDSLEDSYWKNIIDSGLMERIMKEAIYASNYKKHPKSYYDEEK

>evm.model.CTG_343.2

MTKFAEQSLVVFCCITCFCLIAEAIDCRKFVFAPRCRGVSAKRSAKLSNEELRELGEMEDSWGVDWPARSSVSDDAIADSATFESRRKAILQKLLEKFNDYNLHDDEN

**FMRFamide (FMRFa)**

>evm.model.CTG_1051.1

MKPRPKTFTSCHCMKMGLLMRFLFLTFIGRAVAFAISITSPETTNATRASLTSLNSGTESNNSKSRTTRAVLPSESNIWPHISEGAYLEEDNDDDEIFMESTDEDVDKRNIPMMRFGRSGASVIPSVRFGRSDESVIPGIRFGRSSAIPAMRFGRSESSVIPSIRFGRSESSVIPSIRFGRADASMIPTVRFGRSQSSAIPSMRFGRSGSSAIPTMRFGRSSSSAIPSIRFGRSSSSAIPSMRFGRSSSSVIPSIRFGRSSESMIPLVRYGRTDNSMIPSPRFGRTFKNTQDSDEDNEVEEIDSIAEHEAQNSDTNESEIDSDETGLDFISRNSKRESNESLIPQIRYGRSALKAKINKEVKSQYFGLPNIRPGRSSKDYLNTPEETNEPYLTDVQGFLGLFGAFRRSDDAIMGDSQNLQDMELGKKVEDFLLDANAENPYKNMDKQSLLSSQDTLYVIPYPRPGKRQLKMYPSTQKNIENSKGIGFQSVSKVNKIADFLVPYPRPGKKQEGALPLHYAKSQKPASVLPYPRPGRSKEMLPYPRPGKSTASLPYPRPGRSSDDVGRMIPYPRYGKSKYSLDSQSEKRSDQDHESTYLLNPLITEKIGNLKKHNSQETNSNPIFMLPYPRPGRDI

>evm.model.CTG_1152.6

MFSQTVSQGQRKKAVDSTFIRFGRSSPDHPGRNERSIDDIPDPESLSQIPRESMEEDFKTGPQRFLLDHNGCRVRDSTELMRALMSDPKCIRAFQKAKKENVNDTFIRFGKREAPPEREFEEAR

>evm.model.CTG_33.21

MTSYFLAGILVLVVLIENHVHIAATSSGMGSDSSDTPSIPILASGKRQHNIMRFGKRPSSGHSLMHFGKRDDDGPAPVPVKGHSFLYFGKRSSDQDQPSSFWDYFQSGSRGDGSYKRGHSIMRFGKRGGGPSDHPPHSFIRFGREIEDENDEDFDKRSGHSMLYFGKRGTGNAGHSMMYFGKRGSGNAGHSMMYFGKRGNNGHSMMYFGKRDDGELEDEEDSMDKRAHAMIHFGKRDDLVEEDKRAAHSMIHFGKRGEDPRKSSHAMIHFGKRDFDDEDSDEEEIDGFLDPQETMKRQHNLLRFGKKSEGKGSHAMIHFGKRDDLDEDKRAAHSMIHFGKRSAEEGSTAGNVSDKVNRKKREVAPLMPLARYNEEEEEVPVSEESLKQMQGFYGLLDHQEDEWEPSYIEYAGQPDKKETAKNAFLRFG

>evm.model.CTG_408.33

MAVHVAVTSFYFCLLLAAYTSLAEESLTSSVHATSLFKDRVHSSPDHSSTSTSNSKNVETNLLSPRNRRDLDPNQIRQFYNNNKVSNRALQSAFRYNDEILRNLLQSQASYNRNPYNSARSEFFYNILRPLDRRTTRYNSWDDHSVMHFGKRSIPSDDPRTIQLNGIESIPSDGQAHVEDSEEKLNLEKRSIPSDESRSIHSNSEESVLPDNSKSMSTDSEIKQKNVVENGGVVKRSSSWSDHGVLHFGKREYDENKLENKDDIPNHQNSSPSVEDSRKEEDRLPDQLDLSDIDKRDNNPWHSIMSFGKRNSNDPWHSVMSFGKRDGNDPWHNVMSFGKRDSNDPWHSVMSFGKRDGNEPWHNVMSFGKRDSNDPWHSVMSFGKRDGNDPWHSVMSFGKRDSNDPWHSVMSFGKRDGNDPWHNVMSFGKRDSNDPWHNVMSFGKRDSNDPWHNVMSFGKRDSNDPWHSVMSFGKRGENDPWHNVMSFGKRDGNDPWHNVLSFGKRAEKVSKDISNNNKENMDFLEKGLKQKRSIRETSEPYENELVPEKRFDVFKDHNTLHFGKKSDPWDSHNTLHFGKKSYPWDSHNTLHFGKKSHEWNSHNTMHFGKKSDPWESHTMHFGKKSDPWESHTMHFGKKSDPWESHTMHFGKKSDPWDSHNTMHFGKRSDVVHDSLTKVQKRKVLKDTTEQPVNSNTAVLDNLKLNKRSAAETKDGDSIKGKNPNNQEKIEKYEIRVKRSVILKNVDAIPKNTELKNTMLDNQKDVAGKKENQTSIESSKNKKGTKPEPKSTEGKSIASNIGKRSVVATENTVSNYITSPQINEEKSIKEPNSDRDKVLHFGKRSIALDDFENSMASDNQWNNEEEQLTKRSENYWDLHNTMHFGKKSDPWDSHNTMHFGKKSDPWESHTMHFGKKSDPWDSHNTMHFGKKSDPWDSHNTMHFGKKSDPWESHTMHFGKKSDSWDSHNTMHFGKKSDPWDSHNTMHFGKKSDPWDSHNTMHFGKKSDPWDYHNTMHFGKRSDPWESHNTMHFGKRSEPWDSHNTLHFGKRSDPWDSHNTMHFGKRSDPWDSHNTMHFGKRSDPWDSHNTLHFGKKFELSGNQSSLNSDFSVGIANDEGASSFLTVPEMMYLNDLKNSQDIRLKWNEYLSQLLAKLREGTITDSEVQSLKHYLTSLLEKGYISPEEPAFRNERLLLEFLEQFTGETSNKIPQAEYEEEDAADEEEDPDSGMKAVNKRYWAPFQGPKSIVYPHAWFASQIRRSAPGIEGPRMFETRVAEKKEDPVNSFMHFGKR

**Gonadotropin releasing hormone-related peptide (GnRH)**

>evm.model.CTG_40.4

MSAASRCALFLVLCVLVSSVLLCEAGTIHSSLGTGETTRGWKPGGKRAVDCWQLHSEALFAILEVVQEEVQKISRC

**GPA2**

>evm.model.CTG_314.6

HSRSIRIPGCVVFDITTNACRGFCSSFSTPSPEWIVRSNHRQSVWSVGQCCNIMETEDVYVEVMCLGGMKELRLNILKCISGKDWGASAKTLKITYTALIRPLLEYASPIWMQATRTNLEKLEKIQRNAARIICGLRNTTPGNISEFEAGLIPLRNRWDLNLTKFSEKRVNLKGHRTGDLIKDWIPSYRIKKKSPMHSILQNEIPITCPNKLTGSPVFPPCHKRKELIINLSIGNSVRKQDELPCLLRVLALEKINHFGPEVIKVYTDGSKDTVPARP

>evm.model.CTG_466.9

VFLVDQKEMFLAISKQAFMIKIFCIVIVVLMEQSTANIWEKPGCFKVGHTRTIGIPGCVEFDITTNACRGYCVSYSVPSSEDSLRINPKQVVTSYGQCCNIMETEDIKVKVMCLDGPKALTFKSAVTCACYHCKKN

**GPB5**

>evm.model.CTG_314.4

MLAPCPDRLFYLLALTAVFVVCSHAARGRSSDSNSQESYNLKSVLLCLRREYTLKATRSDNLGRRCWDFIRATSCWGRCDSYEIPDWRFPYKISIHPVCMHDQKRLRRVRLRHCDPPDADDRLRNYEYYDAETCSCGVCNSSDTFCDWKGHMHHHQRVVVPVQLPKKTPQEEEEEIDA

>evm.model.CTG_466.10

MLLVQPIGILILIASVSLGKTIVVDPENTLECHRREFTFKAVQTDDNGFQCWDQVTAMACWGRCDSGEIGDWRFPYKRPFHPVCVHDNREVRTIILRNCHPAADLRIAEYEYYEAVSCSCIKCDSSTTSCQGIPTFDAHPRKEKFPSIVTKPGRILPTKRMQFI

**Insulin-like peptide (ILP)**

>evm.model.CTG_1028.5

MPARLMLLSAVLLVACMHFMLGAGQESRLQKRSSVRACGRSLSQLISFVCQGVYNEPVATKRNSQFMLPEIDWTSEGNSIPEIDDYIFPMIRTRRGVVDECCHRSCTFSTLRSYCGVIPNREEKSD

>evm.model.CTG_823.19

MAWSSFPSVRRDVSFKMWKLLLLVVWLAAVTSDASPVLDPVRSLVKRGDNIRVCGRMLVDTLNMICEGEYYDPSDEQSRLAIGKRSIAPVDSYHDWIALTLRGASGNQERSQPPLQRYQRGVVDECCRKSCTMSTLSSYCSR

>evm.model.CTG_823.6

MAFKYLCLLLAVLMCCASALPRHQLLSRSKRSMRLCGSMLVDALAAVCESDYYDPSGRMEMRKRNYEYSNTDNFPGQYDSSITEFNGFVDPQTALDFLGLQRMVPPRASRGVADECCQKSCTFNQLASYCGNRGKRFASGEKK

**KYMGLamide (KYMGLa)**

>evm.model.CTG_640.2

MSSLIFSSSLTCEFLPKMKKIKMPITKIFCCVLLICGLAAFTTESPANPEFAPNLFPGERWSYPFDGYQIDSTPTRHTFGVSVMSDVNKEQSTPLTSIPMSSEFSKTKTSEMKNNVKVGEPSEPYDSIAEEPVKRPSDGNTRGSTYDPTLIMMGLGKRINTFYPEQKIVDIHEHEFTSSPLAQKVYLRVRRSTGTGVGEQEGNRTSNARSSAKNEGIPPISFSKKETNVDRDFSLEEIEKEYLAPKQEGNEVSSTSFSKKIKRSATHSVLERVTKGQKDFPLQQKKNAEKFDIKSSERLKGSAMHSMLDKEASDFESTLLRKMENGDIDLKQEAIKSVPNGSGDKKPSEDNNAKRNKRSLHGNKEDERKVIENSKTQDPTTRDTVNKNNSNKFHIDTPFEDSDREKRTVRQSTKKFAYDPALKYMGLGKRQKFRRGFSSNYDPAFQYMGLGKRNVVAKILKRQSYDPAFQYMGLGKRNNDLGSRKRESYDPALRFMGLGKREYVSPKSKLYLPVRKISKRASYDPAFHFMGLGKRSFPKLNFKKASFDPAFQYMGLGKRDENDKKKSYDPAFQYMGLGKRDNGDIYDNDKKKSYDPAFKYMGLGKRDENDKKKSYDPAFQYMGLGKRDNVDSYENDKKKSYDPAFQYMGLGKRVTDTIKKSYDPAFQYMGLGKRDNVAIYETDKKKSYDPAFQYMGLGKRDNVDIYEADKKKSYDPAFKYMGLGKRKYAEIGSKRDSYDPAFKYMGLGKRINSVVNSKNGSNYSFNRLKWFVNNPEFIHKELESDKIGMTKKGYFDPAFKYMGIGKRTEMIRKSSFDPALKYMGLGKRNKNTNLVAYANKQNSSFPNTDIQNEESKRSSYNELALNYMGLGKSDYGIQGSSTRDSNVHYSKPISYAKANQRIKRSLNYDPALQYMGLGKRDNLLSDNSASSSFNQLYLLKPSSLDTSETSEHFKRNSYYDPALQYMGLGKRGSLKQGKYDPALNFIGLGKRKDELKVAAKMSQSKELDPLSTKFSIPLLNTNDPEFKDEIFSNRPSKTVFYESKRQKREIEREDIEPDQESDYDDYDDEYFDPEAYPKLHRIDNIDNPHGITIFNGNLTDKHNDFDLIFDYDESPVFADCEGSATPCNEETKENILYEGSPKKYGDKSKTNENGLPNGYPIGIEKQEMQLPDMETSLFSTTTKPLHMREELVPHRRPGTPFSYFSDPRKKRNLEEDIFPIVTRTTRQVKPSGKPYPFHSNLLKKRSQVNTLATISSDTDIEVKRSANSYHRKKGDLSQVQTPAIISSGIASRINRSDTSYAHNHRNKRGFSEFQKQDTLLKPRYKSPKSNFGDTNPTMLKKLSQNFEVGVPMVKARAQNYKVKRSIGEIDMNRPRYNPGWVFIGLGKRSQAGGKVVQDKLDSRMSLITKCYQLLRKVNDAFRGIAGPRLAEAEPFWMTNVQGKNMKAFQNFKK

**LWamide neuropeptides**

>evm.model.CTG_451.79

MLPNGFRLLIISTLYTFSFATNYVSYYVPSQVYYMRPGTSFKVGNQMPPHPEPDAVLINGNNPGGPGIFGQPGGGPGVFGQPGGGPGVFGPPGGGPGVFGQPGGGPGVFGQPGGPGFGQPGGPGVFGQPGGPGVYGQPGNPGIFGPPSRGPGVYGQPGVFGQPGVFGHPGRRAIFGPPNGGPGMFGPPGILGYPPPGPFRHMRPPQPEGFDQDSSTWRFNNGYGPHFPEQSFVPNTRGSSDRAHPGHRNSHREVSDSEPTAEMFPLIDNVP

**Natalisin (NTL)**

>evm.model.CTG_1364.61

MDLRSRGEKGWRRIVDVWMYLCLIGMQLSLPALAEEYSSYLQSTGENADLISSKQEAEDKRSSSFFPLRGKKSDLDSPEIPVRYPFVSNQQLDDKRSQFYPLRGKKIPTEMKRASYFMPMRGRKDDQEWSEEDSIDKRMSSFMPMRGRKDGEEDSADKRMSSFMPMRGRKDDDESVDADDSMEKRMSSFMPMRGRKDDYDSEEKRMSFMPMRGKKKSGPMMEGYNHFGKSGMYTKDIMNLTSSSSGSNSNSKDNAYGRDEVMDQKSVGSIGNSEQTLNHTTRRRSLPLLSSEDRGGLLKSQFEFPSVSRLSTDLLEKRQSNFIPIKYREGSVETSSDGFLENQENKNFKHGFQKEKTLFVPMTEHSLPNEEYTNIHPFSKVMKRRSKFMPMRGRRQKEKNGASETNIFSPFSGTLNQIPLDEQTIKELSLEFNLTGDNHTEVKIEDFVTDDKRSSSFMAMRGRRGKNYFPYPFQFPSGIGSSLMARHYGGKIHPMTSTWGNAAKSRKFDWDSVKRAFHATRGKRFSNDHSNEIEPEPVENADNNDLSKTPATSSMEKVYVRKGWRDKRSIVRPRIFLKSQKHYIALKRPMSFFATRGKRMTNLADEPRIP

**Neuropeptide F (NPF)**

>evm.model.CTG_1122.36

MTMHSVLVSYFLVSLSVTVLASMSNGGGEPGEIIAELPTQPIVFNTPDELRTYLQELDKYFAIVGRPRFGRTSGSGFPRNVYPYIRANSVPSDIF

**Neuropeptide-like precursor (NPLP)**

>evm.model.CTG_813.23

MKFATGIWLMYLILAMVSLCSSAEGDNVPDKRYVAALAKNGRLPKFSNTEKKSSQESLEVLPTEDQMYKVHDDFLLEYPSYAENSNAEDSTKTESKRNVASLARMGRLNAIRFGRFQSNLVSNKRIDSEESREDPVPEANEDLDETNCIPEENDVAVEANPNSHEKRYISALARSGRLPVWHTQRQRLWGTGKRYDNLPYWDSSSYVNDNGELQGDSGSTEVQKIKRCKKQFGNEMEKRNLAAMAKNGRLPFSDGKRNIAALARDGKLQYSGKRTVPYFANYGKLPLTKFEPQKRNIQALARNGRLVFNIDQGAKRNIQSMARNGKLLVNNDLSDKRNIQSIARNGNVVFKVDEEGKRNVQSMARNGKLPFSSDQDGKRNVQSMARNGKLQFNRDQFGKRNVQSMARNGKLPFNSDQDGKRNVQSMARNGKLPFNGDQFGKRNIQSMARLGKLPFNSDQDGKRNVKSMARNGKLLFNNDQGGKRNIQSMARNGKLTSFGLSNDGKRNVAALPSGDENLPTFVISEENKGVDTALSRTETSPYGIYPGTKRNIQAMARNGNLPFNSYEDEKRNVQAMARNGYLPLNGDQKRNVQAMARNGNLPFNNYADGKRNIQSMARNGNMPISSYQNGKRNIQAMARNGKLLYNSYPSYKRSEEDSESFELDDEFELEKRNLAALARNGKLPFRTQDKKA

**Orcokinin (OK)**

>evm.model.CTG_1337.38

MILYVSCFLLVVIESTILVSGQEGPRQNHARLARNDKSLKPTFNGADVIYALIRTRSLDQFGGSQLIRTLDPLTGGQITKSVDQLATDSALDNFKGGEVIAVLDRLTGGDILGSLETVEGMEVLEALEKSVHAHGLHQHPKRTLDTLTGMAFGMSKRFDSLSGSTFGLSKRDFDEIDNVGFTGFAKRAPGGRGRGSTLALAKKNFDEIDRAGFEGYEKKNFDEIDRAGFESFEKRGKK

**PGWX3GLamide (PGWX3GLa)**

>evm.model.CTG_149.25

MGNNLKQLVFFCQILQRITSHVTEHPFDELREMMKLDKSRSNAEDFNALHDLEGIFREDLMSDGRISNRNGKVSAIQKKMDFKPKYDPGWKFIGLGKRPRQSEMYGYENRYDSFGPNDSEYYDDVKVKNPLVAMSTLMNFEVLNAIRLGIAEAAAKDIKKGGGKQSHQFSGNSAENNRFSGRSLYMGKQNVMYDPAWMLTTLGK

>evm.model.CTG_149.28

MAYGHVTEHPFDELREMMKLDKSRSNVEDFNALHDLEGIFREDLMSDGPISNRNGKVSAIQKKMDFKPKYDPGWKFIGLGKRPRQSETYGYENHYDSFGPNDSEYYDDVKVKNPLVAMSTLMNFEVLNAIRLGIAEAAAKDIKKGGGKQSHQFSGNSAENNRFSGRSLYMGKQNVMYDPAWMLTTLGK

**Proctolin (Proc)**

>evm.model.CTG_453.33

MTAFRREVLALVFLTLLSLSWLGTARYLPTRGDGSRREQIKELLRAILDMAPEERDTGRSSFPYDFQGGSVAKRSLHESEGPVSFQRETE

**Pyrokinin (PK)**

>evm.model.CTG_1051.3

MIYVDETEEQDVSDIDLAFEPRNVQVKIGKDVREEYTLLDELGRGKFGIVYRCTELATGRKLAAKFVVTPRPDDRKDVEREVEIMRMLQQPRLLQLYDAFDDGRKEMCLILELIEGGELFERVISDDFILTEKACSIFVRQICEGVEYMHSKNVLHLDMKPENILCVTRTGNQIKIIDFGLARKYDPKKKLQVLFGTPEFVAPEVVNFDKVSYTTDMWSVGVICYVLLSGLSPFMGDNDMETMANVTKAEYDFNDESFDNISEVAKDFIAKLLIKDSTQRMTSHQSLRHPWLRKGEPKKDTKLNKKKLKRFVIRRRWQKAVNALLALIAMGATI

>evm.model.CTG_578.1

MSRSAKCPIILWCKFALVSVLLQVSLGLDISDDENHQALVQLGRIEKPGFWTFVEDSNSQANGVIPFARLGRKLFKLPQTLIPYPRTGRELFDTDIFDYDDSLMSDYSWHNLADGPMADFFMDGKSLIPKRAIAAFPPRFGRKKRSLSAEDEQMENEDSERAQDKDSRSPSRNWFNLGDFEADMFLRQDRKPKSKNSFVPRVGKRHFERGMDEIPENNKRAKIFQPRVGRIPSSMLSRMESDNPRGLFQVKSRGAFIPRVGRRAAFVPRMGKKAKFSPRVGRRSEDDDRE

>evm.model.CTG_732.35

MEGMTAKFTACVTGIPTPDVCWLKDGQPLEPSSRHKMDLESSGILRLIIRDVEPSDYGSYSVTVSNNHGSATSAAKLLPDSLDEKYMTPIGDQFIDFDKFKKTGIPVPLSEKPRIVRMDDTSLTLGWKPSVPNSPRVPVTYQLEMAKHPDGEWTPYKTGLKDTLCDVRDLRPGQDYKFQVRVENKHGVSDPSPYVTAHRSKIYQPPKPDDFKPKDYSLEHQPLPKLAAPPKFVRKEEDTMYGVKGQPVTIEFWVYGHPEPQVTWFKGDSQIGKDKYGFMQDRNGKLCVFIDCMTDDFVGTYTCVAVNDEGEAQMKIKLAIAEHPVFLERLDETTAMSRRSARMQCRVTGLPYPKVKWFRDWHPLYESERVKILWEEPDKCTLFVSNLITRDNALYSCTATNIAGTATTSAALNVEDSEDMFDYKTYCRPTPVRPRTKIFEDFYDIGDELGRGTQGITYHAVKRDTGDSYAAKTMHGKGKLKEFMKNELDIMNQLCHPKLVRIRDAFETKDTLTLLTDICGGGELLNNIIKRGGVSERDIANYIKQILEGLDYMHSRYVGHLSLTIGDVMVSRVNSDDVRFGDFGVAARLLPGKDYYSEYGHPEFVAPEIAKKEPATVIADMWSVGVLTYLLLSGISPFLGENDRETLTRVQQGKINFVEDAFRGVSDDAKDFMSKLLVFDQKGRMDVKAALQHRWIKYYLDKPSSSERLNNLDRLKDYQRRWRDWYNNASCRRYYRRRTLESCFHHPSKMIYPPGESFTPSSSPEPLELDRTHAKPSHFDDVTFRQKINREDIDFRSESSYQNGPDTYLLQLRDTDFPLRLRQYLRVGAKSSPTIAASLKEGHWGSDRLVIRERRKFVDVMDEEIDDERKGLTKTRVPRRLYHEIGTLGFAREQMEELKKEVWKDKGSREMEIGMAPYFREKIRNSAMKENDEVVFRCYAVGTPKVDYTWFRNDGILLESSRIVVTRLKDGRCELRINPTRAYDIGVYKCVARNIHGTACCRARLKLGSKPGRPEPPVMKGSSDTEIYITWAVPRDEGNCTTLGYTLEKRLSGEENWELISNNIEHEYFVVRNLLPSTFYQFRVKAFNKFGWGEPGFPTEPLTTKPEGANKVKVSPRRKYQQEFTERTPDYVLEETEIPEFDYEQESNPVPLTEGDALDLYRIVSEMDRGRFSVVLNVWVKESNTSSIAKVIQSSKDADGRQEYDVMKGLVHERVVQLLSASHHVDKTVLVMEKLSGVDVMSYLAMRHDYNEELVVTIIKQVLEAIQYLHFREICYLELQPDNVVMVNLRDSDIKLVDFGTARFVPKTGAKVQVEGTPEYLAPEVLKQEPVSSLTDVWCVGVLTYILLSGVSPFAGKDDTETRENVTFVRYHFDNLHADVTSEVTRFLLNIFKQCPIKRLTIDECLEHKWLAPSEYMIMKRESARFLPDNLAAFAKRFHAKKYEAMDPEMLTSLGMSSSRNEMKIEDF

>evm.model.CTG_813.39

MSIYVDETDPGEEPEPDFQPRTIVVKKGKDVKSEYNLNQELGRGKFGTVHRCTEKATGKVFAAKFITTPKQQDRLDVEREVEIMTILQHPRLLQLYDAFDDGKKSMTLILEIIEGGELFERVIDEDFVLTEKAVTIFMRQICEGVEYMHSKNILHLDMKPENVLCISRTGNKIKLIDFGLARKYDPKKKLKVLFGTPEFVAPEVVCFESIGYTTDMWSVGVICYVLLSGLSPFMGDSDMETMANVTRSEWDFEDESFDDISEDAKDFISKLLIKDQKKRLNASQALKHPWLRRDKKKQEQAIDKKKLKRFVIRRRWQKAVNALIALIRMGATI

>evm.model.CTG_884.1

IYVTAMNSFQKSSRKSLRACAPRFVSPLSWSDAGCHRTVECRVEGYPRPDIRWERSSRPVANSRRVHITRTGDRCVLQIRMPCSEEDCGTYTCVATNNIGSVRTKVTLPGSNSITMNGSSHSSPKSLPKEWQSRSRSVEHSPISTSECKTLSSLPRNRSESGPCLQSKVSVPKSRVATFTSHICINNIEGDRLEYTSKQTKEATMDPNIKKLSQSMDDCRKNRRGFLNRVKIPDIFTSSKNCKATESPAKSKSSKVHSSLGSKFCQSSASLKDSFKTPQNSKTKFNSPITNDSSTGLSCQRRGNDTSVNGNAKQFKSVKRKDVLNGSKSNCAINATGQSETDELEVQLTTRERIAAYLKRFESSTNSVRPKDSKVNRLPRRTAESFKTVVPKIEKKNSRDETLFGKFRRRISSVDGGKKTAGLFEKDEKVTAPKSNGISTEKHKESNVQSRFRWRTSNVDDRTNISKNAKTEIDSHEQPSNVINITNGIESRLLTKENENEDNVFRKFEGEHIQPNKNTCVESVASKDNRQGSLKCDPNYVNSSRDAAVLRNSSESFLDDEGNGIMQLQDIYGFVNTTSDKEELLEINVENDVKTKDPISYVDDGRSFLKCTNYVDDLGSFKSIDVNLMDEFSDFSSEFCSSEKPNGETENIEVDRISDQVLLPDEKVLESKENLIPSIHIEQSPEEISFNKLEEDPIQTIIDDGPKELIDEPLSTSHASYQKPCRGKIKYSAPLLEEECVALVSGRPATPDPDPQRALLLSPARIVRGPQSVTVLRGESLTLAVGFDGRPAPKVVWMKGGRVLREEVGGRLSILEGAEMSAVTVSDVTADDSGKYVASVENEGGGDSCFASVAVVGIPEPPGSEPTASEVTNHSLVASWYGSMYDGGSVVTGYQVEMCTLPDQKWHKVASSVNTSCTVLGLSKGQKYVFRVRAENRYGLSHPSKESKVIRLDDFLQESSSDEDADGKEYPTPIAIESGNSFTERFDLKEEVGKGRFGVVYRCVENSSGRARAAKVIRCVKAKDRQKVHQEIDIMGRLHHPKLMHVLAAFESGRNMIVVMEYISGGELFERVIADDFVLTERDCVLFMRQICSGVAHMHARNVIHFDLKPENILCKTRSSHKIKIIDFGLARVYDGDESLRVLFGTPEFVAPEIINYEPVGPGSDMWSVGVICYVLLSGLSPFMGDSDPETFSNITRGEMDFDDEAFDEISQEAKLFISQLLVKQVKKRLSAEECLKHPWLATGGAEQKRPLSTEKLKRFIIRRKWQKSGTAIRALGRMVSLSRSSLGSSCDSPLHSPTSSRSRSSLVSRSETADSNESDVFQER

**Relaxin-like**

>evm.model.CTG_1085.8

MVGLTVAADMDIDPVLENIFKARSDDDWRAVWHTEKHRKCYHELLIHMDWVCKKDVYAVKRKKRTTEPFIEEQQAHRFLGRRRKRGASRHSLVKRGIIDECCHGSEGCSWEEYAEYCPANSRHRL

**RYamide (RYa)**

>evm.model.CTG_1474.1

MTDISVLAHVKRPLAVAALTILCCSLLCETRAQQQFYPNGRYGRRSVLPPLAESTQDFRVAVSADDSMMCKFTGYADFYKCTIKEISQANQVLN

>evm.model.CTG_1474.2

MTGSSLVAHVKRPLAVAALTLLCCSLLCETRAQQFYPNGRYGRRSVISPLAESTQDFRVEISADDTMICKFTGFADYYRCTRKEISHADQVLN

>evm.model.CTG_422.1

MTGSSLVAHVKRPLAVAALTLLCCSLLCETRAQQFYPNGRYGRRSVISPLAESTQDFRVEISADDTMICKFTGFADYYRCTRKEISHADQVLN

>evm.model.CTG_879.3

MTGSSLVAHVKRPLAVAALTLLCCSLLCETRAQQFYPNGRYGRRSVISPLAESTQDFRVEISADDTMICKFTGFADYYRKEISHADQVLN

**Short neuropeptide F (sNPF)**

>evm.model.CTG_1084.3

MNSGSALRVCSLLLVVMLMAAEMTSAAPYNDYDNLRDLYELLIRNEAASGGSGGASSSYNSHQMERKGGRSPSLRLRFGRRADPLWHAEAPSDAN

**SNPF**

>evm.model.CTG_974.6

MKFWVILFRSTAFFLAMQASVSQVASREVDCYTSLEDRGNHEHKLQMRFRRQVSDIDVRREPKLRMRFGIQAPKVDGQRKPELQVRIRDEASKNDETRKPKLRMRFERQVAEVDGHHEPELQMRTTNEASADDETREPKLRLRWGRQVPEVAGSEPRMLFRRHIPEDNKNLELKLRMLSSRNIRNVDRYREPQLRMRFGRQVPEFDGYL

**Tachykinin (TK)**

>evm.model.CTG_150.5

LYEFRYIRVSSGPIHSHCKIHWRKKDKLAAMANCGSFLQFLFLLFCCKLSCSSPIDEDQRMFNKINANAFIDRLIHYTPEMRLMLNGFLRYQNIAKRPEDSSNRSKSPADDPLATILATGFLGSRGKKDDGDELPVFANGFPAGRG

**Trissin (Tris)**

>evm.model.CTG_804.8

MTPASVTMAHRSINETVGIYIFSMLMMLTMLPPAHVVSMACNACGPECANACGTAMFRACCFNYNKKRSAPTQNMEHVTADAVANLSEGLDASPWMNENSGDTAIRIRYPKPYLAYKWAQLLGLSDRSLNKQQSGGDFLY

How the deposited data were processed for this re-analysis (not part of the article)

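The samples are 5 libraries of single cells from dissected brains of adult *Hylyphantes graminicola*, 3 from females and 2 from males, each made from 35 to 40 pooled brains. The authors counted UMIs per gene and cell barcode with CellRanger 4.0.0 against a reference of their own genome and gene models, and the deposited values are raw counts of UMIs, with no normalization and no filter beyond CellRanger's cell calling. Each library came as its own matrix, and the same 19195 genes, 37 of them mitochondrial, were listed for all. UMI and gene counts per cell were checked against the rows held of Supplementary Table 2 and equalled them.

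Cells were filtered on UMIs, genes, genes per UMI and mitochondrial share, at the limits given with the number of cells kept. Variable genes were chosen as in Seurat's vst method, from a loess fit of the variance on the mean, and log-normalized values, scaled and clipped, gave the principal components. The correction for library followed the Harmony algorithm and was written anew, with 100 soft clusters, a diversity penalty of 2, a width of 0.1 and a ridge penalty of 1. Label spreading over shared neighbours ran for 100 iterations at an alpha of 0.9, and annotated cells kept their own number. Own clusters were made with the Leiden algorithm at a resolution of 2. For doublets, 2 simulated doublets per cell were added to each library, in 30 principal components of its variable genes. Depth sets the precision of each level. The lowest total of a library was 193112 UMIs in glia, 98970 in hemocytes and 8095 in fat body, and a level under 3 UMIs was taken as not detected.

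Classes follow Fig. 1d, with 31 clusters of neurons, 4 of glia, 4 of hemocytes, 1 of fat body and 2 in none of these. None of the neuron clusters had a marker of any class among its top 10 genes by fold, so these genes say nothing for or against the class of a cluster, which rests on the paper's annotation. Log2 ratios had 1 CPM added to both sides. Levels of markers were described without a test, since the clusters were drawn from the same counts. Sums per library were tested between the sexes in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM, estimateDisp, glmQLFit without the robust option and glmQLFTest, Benjamini-Hochberg adjustment at 0.05) and, as an alternative, DESeq2 1.42.0. Sets of genes were tested with camera, at a correlation between genes of 0.01, and fry of limma 3.58.1. Single values were compared with exact permutation and sign-flip tests over libraries. The rest was computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and igraph 0.11.9.

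The edgeR test was tested on simulated data with the real library sizes, means and dispersions, 200 of 13176 genes being changed. It recovered 69 of them (34.5%), 62% of those changed by 2 on the log2 scale and 7% of those changed by 1, with 6 false calls and no wrong sign. DESeq2 recovered 86, with 22 false calls. The rule for markers recovered 180 of 200 genes raised in cluster 8 (90%) with 0 false calls. The raised genes were drawn only from genes above a set level, so this recovery does not cover genes with low levels. The simulated counts had no spread between libraries or cells beyond counting error. The 0 false calls thus say nothing about false calls in the real counts.

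Genes were named by a rule set beforehand: each gene that the paper's text, Supplementary Table 3, Supplementary Data 20 or the deposited figure code pairs with an identifier, and, from tests over all genes, up to 10 with the smallest p among those called and separated between the sexes in all libraries. The latter take their names from Supplementary Table 4 and Supplementary Data 1, of which a part was used here, and at most 2 in each direction are printed of those without a name there. Alternatives were tried for the limits on cells, the label transfer, doublets, the thresholds for markers and for neuropeptide UMIs, the normalization, the test, the filter on counts, the cells summed, the replicate block and each library left out, and the closing section gives their effect. Not analysed here were the genome, gene families across species, expression in other tissues, cell communication, transcription factor networks, gene set enrichment, in situ images and cells of other species. The sub-clusters of monoaminergic and non-neuronal cells were not rebuilt, since no cell's sub-cluster was held.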

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

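Of the tests below, 5 were chosen only after the result was seen: the block on the mitochondrial share, the other splits of the libraries, the share of another class's RNA that 2 of the genes would need, the share of cluster 41 in the UMIs of glia, and the share of cells without an annotation in the own cluster matched to cluster 41. The margin asked of the count of genes that stand out in a library was also set after it was seen. Of 69 values with 5 libraries each, 5 had a library whose gap to the nearest other, as a part of the whole range, exceeded Dixon's critical value of 0.71, where chance at 1 in 20 gives 3.45.

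In neurons, 7 genes that the paper does not discuss differed between the sexes, and each had all libraries of one sex above all of the other. Chance gives that for 20% of genes not picked by a test. These were picked on the same libraries, so the separation adds no support. A difference in library quality seen in the mitochondrial share is argued against as the whole cause, since all 7 stayed called, among 18 genes, when libraries with a median share above 30% and below it formed a block. Depth alone is argued against too: with each library thinned to 11021331 UMIs over its neurons, 12170 genes were tested and 5 of the 7 stayed called. RNA from other cell types could not account for 5 of the genes, whose level in neurons, in the sex with more, was at or above that in every other class. For the 2 others it would have to make up 61.8% of the RNA in neurons (glia, evm.TU.CTG-333.35) or 66.1% (hemocytes, a gene lower in males), while markers of those classes with over 100 CPM there reached at most 2.17% and 1.25% of that level in neurons. The direction was the same in 20 of 20 neuron clusters compared for each gene except evm.TU.CTG-494.3, with 19. The clusters come from the same libraries, so this shows only that the differences were not limited to a few clusters. Of the 10 splits of the 5 libraries into 3 and 2, 1 gave as many called genes, the split by sex itself, and each other split called 0 or 1 gene, but 9 gave at least as many genes at an unadjusted p under 0.05. No other split thus called as many, but so few splits can never give a share under 0.1, so their count alone does not exclude chance. The number was 2 without female replicate 1, 4 without female replicate 2 and 10 without female replicate 3. Sex as a biological cause stays open and was not tested.

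In neurons of female replicate 3, *brp* lay far above the other libraries, at 486 CPM against 165 CPM in the next. It was also highest in this library in glia (223 against 122 CPM) and hemocytes (107 against 75.6 CPM). The same held for clusters 29 and 35 (134 against 70.7 CPM), but not for fat body, so the excess was not limited to neurons. A larger share of neuron types that have more *brp* is argued against, since the gene was highest in this library in 21 of the 21 neuron clusters compared. A difference between libraries that shifts many genes cannot be told apart from one in *brp* alone. Of 7127 genes, 22 had over 2 times the level of the next library in female replicate 3, but 21 did so in female replicate 1, 16 in male replicate 2, 4 in female replicate 2 and 3 in male replicate 1, so nearly as many stood out in a library without more *brp*. No condition sets this library apart from the other female ones, and no biological explanation was tested.

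In glia of female replicate 3, *Tsf1* (evm.TU.CTG-619.34) had 34.2 CPM, against 2.08 CPM in the next library, and *SPARC_2* (evm.TU.CTG-1041.15) 29.6 CPM, against 4.15 CPM. All these UMIs were in cells of cluster 41. A candidate explanation for a part of this is a larger share of cluster 41, which made up 22.6% of the UMIs of glia in this library and 4.67% in the next, 4.84 times as much. That is less than the difference in either gene. Within cluster 41 the levels were higher too, at 151.3 CPM of *Tsf1* against at most 45.0 CPM and 131 CPM of *SPARC_2* against at most 90.0 CPM, but these rest on 15 and 13 UMIs in this library and on 2 UMIs of each gene in all others together, too few to say how much of the difference lies within the cluster. Labels transferred from cells of the same library are argued against as the whole cause by clusters made without labels. The one that held the annotated cells of cluster 41 took in 13 cells without an annotation in this library (0.228%), against 0, 3, 6 and 5 cells in the others (at most 0.0828%). What a difference between libraries that the correction left may add to this stays open. Why this library holds more of these cells was not tested, and neither was a biological explanation.

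The fat body cells of female replicate 1 stood apart from those of the other libraries, with 77949 CPM of neuropeptides against 12854 CPM in the next library, and with 0 CPM of *FASN1* against 26.9 CPM in the next lowest. The library had 5 such cells, with 8095 UMIs. Too few cells may explain the *FASN1* value, since 3 UMIs there make 371 CPM, above the level of every other library. RNA from other cell types is a candidate source of the neuropeptides, since 602 of their 631 UMIs (95.4%) were in 1 cell, which could be a doublet or a neuron that was given the wrong number. No biological explanation was tested for either value.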

How the results depend on the processing

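The alternatives here were set before the data were examined, apart from those chosen after seeing the data: the block on the mitochondrial share for the 3 comparisons between the sexes, the limit to clusters with a held-out recall of at least 50%, and the named genes kept among the variable genes for cluster abundance and for markers. Each changed 1 choice, and the cause of a change was not tested unless it is given.

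These results kept their direction and, where a test could pass, their side of the threshold. Among neurons, hemocytes, glia and fat body, 23 class markers were highest in their own class under all alternatives. They were 22 to 23 across the 5 runs that each left out a library, and 18 with clusters 29 and 35 as a further class. The 21 pairs of mushroom body gene and cluster gave 12 to 14 pairs higher in every library. Of the 3 pairs of transmitter gene and cluster, 2 were higher than other neurons in every library in all settings. The median correlation of receptor levels ranged from 0.74 to 0.84. For the norepinephrine pathway the log2 ratio of observed to expected cells ranged from 0.10 to 0.33, and from 0.11 to 0.21 with a library left out. Its test could pass in no setting. In the main values all cells with *Th* and *Ddc* also had *Dbh*, so this ratio could not lie below 0 and its direction shows no stability. The log2 odds ratio of neuropeptides among markers ranged from 2.23 to 2.84, and was 3.71 with the named genes kept. The share of neuropeptide-positive neurons was 2.20 to 4.55 percentage points higher in males across the alternatives without a replicate block, and 0.305 to 6.78 with a library left out, but its exact permutation test could pass in none of them. No cluster differed in abundance between the sexes in any setting, and 0 to 2 clusters had an unadjusted p under 0.05.

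With a mitochondrial share under 20%, 14707 cells were kept in place of 31145, because that limit leaves out more cells. Held-out recall of the cluster number was 79.7% with the named genes kept, 68.0% with no correction for library and 61.2% with the nearest-neighbour vote, in place of 71.2%. With own clusters matched, the number of clusters with more *FoxP2_S1* than other neurons in every library went from 2 (18 and 30) to 1, because no own cluster was matched to number 30. The neuropeptide-positive share per library, 27.1%, was 37.9% at summed neuropeptide UMIs above 50 and 21.6% where 1 gene alone had to exceed 100 UMIs, by the construction of these thresholds. The log2 ratio of *Fas2* in cluster 9 was -0.21, and the difference of mean log-normalized values, a different measure, was 0.082. The cause of the unlike signs was not tested.

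Sex-biased genes in neurons numbered 7, of which 2 were higher and 5 lower in males, and the RLE scaling gave the same split. DESeq2's Wald test called 43 (17 higher, 26 lower), no filter on counts 21 (9 higher, 12 lower), all cells 3 (1 higher, 2 lower) and the block on the mitochondrial share 18 (9 higher, 9 lower). For all cells, the genes called were 3 of the 7, and each of the other settings named so far called all 7. With doublets left out, 7 genes were called, 6 of them among these 7. The one missing was evm.TU.CTG-1339.19 (adjusted p = 0.0525 from edgeR). Neuropeptides called over all genes numbered 0, with 12 at an unadjusted p under 0.05, and became 4 with DESeq2's Wald test, 2 with no filter and 1 with the gene limits of the Methods. Over the list alone, 7 were called, but 2 in all cells. The cause of these changes was not tested. Across the 3 fits that each left out a female library, the sex-biased genes ranged from 2 to 10, the neuropeptides called over all genes from 0 to 1, and those over the list alone from 0 to 9. Female replicate 1 was the library without which the fewest genes were called, 2 over all genes and 0 over the list, and without female replicate 2 they were 4 and 1. The 10, 1 and 9 came without female replicate 3, and that 10 held 6 of the 7 genes. Fits without a male replicate were not made for genes and clusters, since 1 male sample is left.

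Female and male libraries share the replicate numbers 1 and 2, but nothing else shows that these pair the samples: the deviations of same-numbered libraries from their group means correlated at r = -0.064 for number 1 and 0.127 for number 2. With the number as a replicate block, 75 sex-biased genes were called, 11 neuropeptides over all genes, 17 over the list alone and 0 clusters, and the neuropeptide-positive share was 5.95 percentage points higher in males (7.66 and 4.25 in the pairs, exact sign-flip permutation test, p = 0.5). The block leaves female replicate 3 without a partner, and the cause of the higher numbers was not tested.

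Among the values of single genes, the alternatives that kept all libraries moved 8 by more than the spread between libraries and reversed 1. They brought 13 past the threshold and took 5 back over it. The 8 leave out *rg* in clusters 8 and 9, which fell by more than that spread as the mean of log-normalized values, a different scale. The 1 reversed was *Fas2* in cluster 9, on that same different scale. The rest moved by less than the spread or, where tested, kept their direction and their side of the threshold, as did 163 with a library left out, where 9 no longer passed. Side and direction say nothing of size: the log2 fold change between the sexes of *EH_1* went from 5.59 to 2.84 with the block on the mitochondrial share and 3.43 with the replicate block, that of *CCAP_1* from -4.23 to -5.76 and -5.97, that of *Achatin* from 1.96 to 1.04 without doublets, and that of *CHH/ITP_1* from -3.19 to -2.47 with the gene limits of the Methods and -3.82 with the replicate block. The moved ones were *Gad1* in cluster 20 (log2 ratio 3.86 with own clusters matched, 5.76 with the gene limits of the Methods), *Vmat* in cluster 39 (from -0.34, within its spread of 0, to 1.63 with the vote), *FoxP2_S1* in cluster 18 (2.73 and 2.60), *Fas2* in cluster 6 (0.04 with own clusters, 0.15 without doublets) and *orb2* in cluster 6 (-0.09 with the limits of the Methods). Depth limits what is said of *Vmat* in cluster 39, of fat body in female replicate 1 and of cells without a UMI of an enzyme.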

Differences from the paper's values

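Cluster names were rebuilt here from annotated cells of female replicate 3, so shares and sizes of clusters are not over the same cells as the paper's, and a difference can come from that alone. The settings with the named genes kept were chosen for these comparisons after seeing the values, and no other test was.

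The female share of the cells of a cluster was compared with the source data of Extended Data Fig. 1f for 40 clusters. The median difference was 2.51 percentage points, 29 clusters lay within 5 percentage points, and 4 differed by over 1.5 times. For cluster 11 (66 cells here) the share was 90.9% against the paper's 50.2%, for cluster 13 (56 cells) 80.4% against the paper's 46.9%, for cluster 17 (39 cells) 89.7% against the paper's 46.0%, and for cluster 37 (56 cells) 28.6% against the paper's 18.1%. Of the alternatives set before the data were examined, the nearest-neighbour vote closed the gap for clusters 11 (51.8%), 13 (55.9%) and 17 (57.6%) but not for cluster 37 (30.4%). The gene limits of the Methods closed none of them (82.5%, 91.1%, 83.0% and 35.3%), and with them cluster 23 had 73.9% and cluster 26 had 72.7% against the paper's 46.3% and 47.7%.

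Cluster 0 held 5469 cells against the paper's 3233. Own clusters matched to the numbers, set before the data were examined, gave 3598 cells and closed the gap. The nearest-neighbour vote (5603) and the gene limits of the Methods (5451) did not, nor did the named genes kept (4894). For cluster 41 the named genes kept gave 67 cells, where the main values gave 31 and the paper 28. Clusters 22 and 39 held 322 cells, against about 850 re-clustered cells in Supplementary Fig. 5 of the paper, read by eye. None of the alternatives set before the data were examined closed the gap, with 286 cells under the gene limits of the Methods and 292 without doublets, and the named genes kept gave 326. Neuropeptides made up 2.19% of 730 markers against the paper's 18.1% of its own markers. None of the alternatives set before the data were examined closed the gap: a log2 ratio above 1 gave 1.94% of 1239 markers, own clusters matched 1.88% of 690, 1 precursor per family and contig 2.19% of 730 and doublets left out 2.14% of 702. The named genes kept gave 3.66% of 683. With 71 precursors counted, no set of markers of these sizes could reach the paper's share. None of these settings could thus have closed the gap. The paper called its markers by another rule, so the shares are not like for like.

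On the sexes, the paper states a higher proportion of peptidergic neurons in males. The share of neuropeptide-positive neurons was higher in males here too, within the spread between libraries, but clusters 32, 33, 38 and 39 made up 1.17% of neurons in females and 1.06% in males. With the named genes kept, chosen after seeing the values, they made up 1.47% and 1.56% (exact permutation test, p = 0.5). The paper states a strong sex bias for many neuropeptides, where 0 of 68 were called over all genes (12 at an unadjusted p under 0.05) and 7 over the list alone. Over all genes, DESeq2's Wald test called 4, no filter on counts 2, the gene limits of the Methods 1, the replicate block 11 and the fit without female replicate 3 called 1. The paper states that genes high in males are largely expressed in neuropeptidergic neurons, where the log2 ratio of clusters 32, 33, 38 and 39 to other neurons was -0.57 for evm.TU.CTG-333.35 and 0.06 for evm.TU.CTG-1339.19. The paper scored its whole set of male-biased genes, called by rank tests on cells between pairs of libraries. These 2 genes came from another test, and cluster 40 was left out, so the results are not like for like.

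On neuropeptides by cluster, the paper states that they can distinguish a large part of neuron types, and 9 of 30 neuron clusters had a neuropeptide marker here, or 13 with the named genes kept, chosen after seeing the values. Those gained were clusters 11, 13, 17 and 23, with a held-out recall of 0% in the main setting. With the named genes kept, recall was 85.7%, 50% and 84.4% for clusters 11, 13 and 17, and 0% for cluster 23. The 9 thus depend on leaving the neuropeptides out of the transfer. It also states a larger number of neuropeptides for clusters 32, 33, 38 and 39 than the 2, 3, 1 and 2 markers found here.

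On transmitters and enzymes, the paper names *Vmat* for cluster 39, where the log2 ratio was -0.34. The nearest-neighbour vote gave 1.63, and the named genes kept, chosen after seeing the values, 0.80. The paper finds dopaminergic cells by *Th* and *Ddc* among the re-clustered cells, where 0 of 322 cells had UMIs of both without *Dbh*, against 21 in cluster 20 and 51 in all. The paper finds serotonin-producing cells there by *Trh*, which 0.932% of the cells had.

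On other genes, the paper names *FASN* for a fat body cluster, and *FASN1* in cluster 24 ranked 40 of 40. It states that *rut* is restricted to clusters 6, 8 and 9, which ranked 1, 4 and 7. With the named genes kept, chosen after seeing the values, they ranked 1, 2 and 5. It states a high level of *Fas2* in these clusters, where the log2 ratio was -0.21 in cluster 9. The difference of mean log-normalized values there, a different measure, was 0.08. It gives *orb2* for cluster 6, where the log2 ratio was -0.01, with 0.02 under the nearest-neighbour vote, 0.04 with own clusters matched and 0.01 without female replicate 2, all within the spread between libraries.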

Other observations

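The tests between the sexes in classes other than neurons were chosen only after the result in neurons was seen. With UMIs summed over glia, edgeR called 0 of 4849 genes, with 677 at an unadjusted p under 0.05. In hemocytes it called 2 of 4790 (206 at an unadjusted p under 0.05) and in fat body 2 of 1930 (56). Whether the sexes differ more in neurons than in these classes was not tested.

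The medians per kept cell were 1197 genes and 2648 UMIs, where the paper's text gives medians of 1375 genes and 3777 UMIs, and the means here were 1371 genes and 3758 UMIs. The highest library median of genes before filtering was 1338, in female replicate 3, where the paper's text gives a highest value of 1258, and the mean of the medians was 1069.9 against the paper's 1070. Of 2011 cells of female replicate 3 that passed the limits and lie in the barcode range of the held rows of Supplementary Table 2, 13 are not among those rows.

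For the receptor genes of Extended Data Fig. 4, the mean levels within a cluster had a median Pearson correlation of 0.993 with the paper's across genes, and it was above 0.9 in 38 clusters. With the named genes kept among the variable genes, a setting chosen after seeing the data, the median correlation over clusters was 0.88.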
